# p38 Mitogen-Activated Protein Kinase Pathway Regulates Genes during Proliferation and Differentiation in Oligodendrocytes

**DOI:** 10.1371/journal.pone.0145843

**Published:** 2015-12-29

**Authors:** Jeffery D. Haines, Debra L. Fulton, Stephane Richard, Guillermina Almazan

## Abstract

We have previously shown that p38 mitogen-activated protein kinase (p38 MAPK) is important for oligodendrocyte (OLG) differentiation and myelination. However, the precise cellular mechanisms by which p38 regulates OLG differentiation remain largely unknown. To determine whether p38 functions in part through transcriptional events in regulating OLG identity, we performed microarray analysis on differentiating oligodendrocyte progenitors (OLPs) treated with a p38 inhibitor. Consistent with a role in OLG differentiation, pharmacological inhibition of p38 down-regulated the transcription of genes that are involved in myelin biogenesis, transcriptional control and cell cycle. Proliferation assays showed that OLPs treated with the p38 inhibitor retained a proliferative capacity which could be induced upon application of mitogens demonstrating that after two days of p38-inhibition OLGs remained poised to continue mitosis. Together, our results suggest that the p38 pathway regulates gene transcription which can coordinate OLG differentiation. Our microarray dataset will provide a useful resource for future studies investigating the molecular mechanisms by which p38 regulates oligodendrocyte differentiation and myelination.

## Introduction

Oligodendrocyte (OLG) maturation involves a complex interplay of cell cycle regulators, transcriptional activators and repressors that drive terminal differentiation (extensively reviewed by [1–3]. We have previously shown that p38 mitogen-activated protein kinase (MAPK) regulates OLG differentiation and central nervous system (CNS) myelination [4, 5]. Pharmacological inhibition of p38 in oligodendrocyte progenitors (OLPs) prevents the accumulation of myelin-specific mRNAs and proteins such as myelin basic protein (MBP) and myelin-associated glycoprotein (MAG) [5]. p38 MAPK has also shown to direct myelin-specific gene expression through the differential regulation of myelin-promoter activities [6]. Furthermore, *in vitro* genetic knock-down of p38α reduces MAG levels, and galactosylceramide (GalC) staining in OLG membrane sheets. Our previous studies also revealed that the downstream p38 MAPK effector, MK2, is a component of the signaling pathway that promotes OLG differentiation [7]. However, the mechanisms by which p38 MAPK and MK2 regulate OLG differentiation are unknown. Complementing our in vitro work, a recent study has shown that OLG progenitors derived from p38α conditional knockout mice also failed to differentiate in culture. Moreover, electron microscopic analysis showed that the ultrastructure of myelin bundles was impaired and the onset of myelination was delayed in the corpus callosum in p38α knockout mice [8].

To further elucidate the mechanisms by which p38 MAPK signaling regulates OLG differentiation, we used rat whole genome microarray profiling on oligodendrocyte progenitors (OLPs) treated with the p38α/β isoform inhibitor, PD169316. In addition to the anticipated alterations in myelin gene expression, we identified novel gene targets regulated by the p38 pathway, including transcripts encoding proteins that are involved in vesicular transport, transcription factors previously shown to regulate genes in OLGs, and cell cycle regulators. We validated differential expression of several associated gene transcripts by qPCR. Subsequent proliferation assays indicate that OLPs treated with p38 inhibitors are poised in an active cell cycle state before S-phase. Our results suggest that the p38 pathway regulates genes that function to direct OLG identity through cell cycle and eventual arrest to promote terminal differentiation.

## Materials and Methods

### Reagents and supplies

Ham's F12 medium, PBS, 7.5% BSA fraction V, and penicillin/streptomycin were purchased from Invitrogen (Burlington, ON, Canada). Fetal calf serum and Dulbecco’s Modified Eagle’s Medium (DMEM) were from Wisent Inc (St-Bruno, QC); PDGF-AA and bFGF from PeproTech (Rocky Hill, NJ). PD169316 was from EMD Chemicals (San Diego, CA). Poly-D-lysine, poly-L-ornithine, human transferrin, insulin, HEPES, Triton-X-100, DTT were from Sigma-Aldrich. Western blotting reagents from GE Healthcare Life Sciences (Baie d’Urfe, QC); A2B5 mouse monoclonal antibody from American Type Culture Collection; rabbit polyclonal Ki67 conjugated with FITC from Abcam (Toronto, ON); mouse monoclonal anti-p27kip1 (BD Biosciences, Mississauga, ON); rabbit polyclonal p57 (H-91) from Santa Cruz; rabbit monoclonal phopho-CDC2 (TYR15) from Cell Signaling Technology (Danvers, MA); HRP-, FITC-, or Texas Red-conjugated secondary antibodies from Southern Biotechnology, Jackson Immunoresearch Laboratories (Cedarlane, Hornby, ON), BIO-RAD Canada (Mississauga, ON) or Invitrogen (Burlington, ON); Hoechst nuclear stain from Molecular Probes Inc. (Eugene, OR). The O4 antibody was a gift (Sommer and Schachner 1981). All other reagents were from Fisher Scientific (Whitby, ON), or VWR (Mont-Royal, QC)

### Cell cultures

Primary cultures of oligodendrocyte progenitors (OLPs) were prepared from the brains of newborn Sprague-Dawley rats as described previously (McCarthy and de Vellis 1980; Almazan, Afar et al. 1993). All experiments were approved by the McGill Faculty of Medicine Animal Care Committee (permit number 4373) in accordance with Canadian Council on Animal Care guidelines. OLPs were plated on poly-D-lysine (PDL)-coated culture dishes and grown in serum free media (SFM) consisting of a DMEM-F12 mixture (1:1), 10 mM HEPES, 0.1% bovine serum albumin, 25 mg/mL human transferrin, 30 nM triiodothyronine, 20 nM hydrocortisone, 20 nM progesterone, 10 nM biotin, 5 mg/mL insulin, 16 mg/mL putrescine, 30 nM selenium and 2.5 ng/mL each of PDGF-AA and bFGF. The OLPs were changed with media that included mitogens every 2d to maintain the cells in a proliferative state. OLPs spontaneously differentiate upon removal of mitogens. Cultures were characterized immunocytochemically with cell-type-specific antibodies as previously reported (Cohen and Almazan 1994; Radhakrishna and Almazan 1994). On day 0 of differentiation, more than 95% of the cells are positive for gangliosides detected with monoclonal antibody A_2_B_5_, a marker for OLPs in culture while less than 5% were GalC-positive OLGs, GFAP-positive astrocytes or complement type-3-positive microglia. Cells start to express surface sulfatides, recognize with the monoclonal antibody O4 on day 1 following growth factor removal, GalC and MAG (myelin-associated protein) on day 2–3 and MBP (myelin basic protein) on days 3–4. The culture media was changed every 2d, and PD169316 was used at 5.0 μM for all experiments, unless otherwise indicated. An equivalent DMSO concentration treatment was used for the control.

### RNA extraction

Total RNA was extracted from OLGs (~500,000 cells) differentiated in the absence or presence of 5 μM PD169316 using the Qiagen RNeasy kit (Qiagen, Mississauga, ON, Canada). Genomic DNA was eliminated using an on-column DNase digest (DNase set, Qiagen). The RNA was divided into separate aliquots for microarray analysis and quantitative PCR validations. RNA quality was assessed by Génome Québec Innovation Centre (GQIC) using an Agilent RNA BioAnalyzer (Agilent Technologies, Santa Clara, CA), followed by a Qiagen RNA clean-up column, and quantification using a Nanodrop ND-1000 spectrophotometer (Nanodrop Technologies, Wilmington, DE).

### Illumina microarray

Gene expression was determined in control and PD169316-treated OLGs using Illumina Rat Whole Genome microarrays in collaboration with GQIC. Complimentary RNA (cRNA) was prepared from 250 ng of total RNA using the Ambion TotalPrep RNA Amplification kit according to the manufacturer's protocol. cRNA (750 ng/array) generated from this kit was hybridized to Rat Illumina Whole Genome Microarrays (RatRef-12 array) according to Illumina's protocol. The microarray data is available in the NCBI Gene Expression Omnibus (Reference Number: 15960825). All data are MIAME compliant, and the raw data have been deposited in a MIAME compliant database, as detailed on the MGED Society website http://www.mged.org/Workgroups/MIAME/miame.html.

### FlexArray analysis

The GQIC FlexArray analysis software provides ratio data for treatment values compared to control samples for each gene, a t-statistic and the associated p value. The data was transformed to fold-change using -1/x transformation for ratio values below 1.0. Values above 1.0 were not transformed. There were 3 samples in each treatment group. Genes with a fold change value +/- 1.25, with a p value less than 0.05 were considered to be statistically differentially expressed over control. The FlexAray EB (Wright and Simon) statistical correction was applied to the p-values. Tabulated microarray results are available in the online supporting information.

### Functional Determination using UniProt and literature searches

The "Core Analysis" function included in the Ingenuity Pathway Analysis (Ingenuity Systems, Redwood City, CA, USA) was used to interpret the rat whole genome microarray data in the context of biological processes, pathways and networks that were modulated by PD169316-treatment. The genes were identified through their unique NCBI Accession number. The biological function of the most up-regulated and down-regulated genes was determined using UniProt Gene Ontology annotations (http://www.uniprot.org/), or through functional annotations provided in published literature available through PubMed (http://www.ncbi.nlm.nih.gov/pubmed/). The complete table of up- and down-regulated genes classified according to their biological function is available in S1 Table.

### Quantitative PCR

One microgram of DNaseI-treated RNA was reverse-transcribed using the AMV reverse transcriptase (Roche Diagnostics, Laval, Quebec). When possible, primers were designed to span exon-exon junctions (**S2 Table**). One μL of the total cDNA sample was analyzed per reaction, using the 96 well-block Roche LightCycler 480, and SYBR Green master mix (SABiosciences, Frederick, MD, USA). PCR amplifications were performed as follows: heat inactivation (10 min, 95°C); followed by 35–45 cycles of 94°C, 15 s; 59°C, 30 s; 72°C, 20 s. PCR products were detected by fluorescence at the end of the extension step, and melting curves were analyzed by monitoring the continuous decrease in fluorescence of the SYBR Green signal. PCR products were verified for a single amplification product using melting curve analysis, and the molecular weight of each product was confirmed using PAGE. The fold change in mRNA levels was determined using advanced relative quantification (Pfaffl) method available in the Roche LightCycler 480 software, and data were normalization with 28S rRNA expression levels.

### Proliferation assays

Cells were grown to an approximate density of 1.5 × 10^5^ cells/cm^2^ in 24-well dishes. OLPs were treated with an increasing dose (1–7.5 μM) of PD169316 for 24 or 48 hrs in SFM without mitogens, and then incubated with 1 μCi/mL ^3^H-thymidine for an additional 24 hr. In experiments where mitogens were applied after PD169316 treatment, 2.5 ng/mL PDGF-AA and bFGF were added at the same time as the ^3^H-thymidine and incubated for 24 hr, as above. Following the ^3^H-thymidine incorporation period, the medium was aspirated and cultures were rinsed three times with 5% ice-cold trichloroacetic acid and solubilized in 0.2 N NaOH and 0.1% Triton-X-100. Aliquots were mixed with Ecolite liquid scintillation counting fluid and emissions were recorded using a β -counter.

### Time course immunocytochemistry and in vitro quantifications

Primary OPCs were plated on PDL-coated glass coverslips in 24-well plates. When the cells reached 75–80% confluency (denoted Day-0) the cells were treated with 5μM PD169316 in SFM (treatment) and comparable volume of DMSO in SFM (control). The treatment was maintained up to 96 hours then the cells were treated with 20 ng/mL each of PDGF-AA and bFGF. Coverslips were collected 24 hours later and stained with A2B5, O4, and Ki67 antibodies and Hoechst nuclear staining. A2B5 + O4, and Ki67 immunoreactive cells were counted on a minimum of 12 independent fields (2 fields/3 coverslips/treatment x 2 experiments) in photomicrographs captured with a 20X objective. Labeled cells in photomicrographs were identified both manually and via automated ImageJ analyses and enumerated with the aid of ImageJ cell counting software tools.

## Results

### p38 MAPK regulates diverse cellular targets in OLGs

To further understand how p38 regulates OLG differentiation, we performed an Illumina microarray analysis on primary rat OLPs differentiated in the presence of the p38α/β isoform-specific inhibitor PD169316 to identify gene targets regulated by this signaling pathway. 

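Primary rat OLPs divide in the presence of mitogens and differentiate once these are withdrawn, and PD169316 is a small molecule that inhibits the p38α and p38β kinases. Total RNA from control and inhibitor-treated cultures was labelled and hybridized to Illumina RatRef-12 BeadChips, 1 array per culture sample. The 18 arrays form 6 groups of 3: day 0, day 1 control, day 1 PD169316, day 2 control, day 2 PD169316 and day 4 PD169316. No day 4 control is among the labels.
The authors deposited mean bead intensities with a detection p-value for each probe, neither background-subtracted nor normalized between arrays. Here the intensities were background-corrected with the detection p-values, quantile normalized and put on the log2 scale with an offset of 16 by the neqc function of limma. Probes with a detection p under 0.01 on all 3 arrays of at least 1 group were kept, which left 10574 probes. Between 9789 and 10773 probes were detected on an array.
Group means were compared in a single limma model of all 18 arrays, with Benjamini-Hochberg adjustment over the probes kept, and a probe passed at an adjusted p under 0.05. Group values are means ± SD of the log2 intensity (n = 3 arrays), and differences between groups are on the log2 scale with their standard error. That standard error rests on the spread within all 6 groups, day 2 included, so it can exceed the SDs given beside it. Genes were also counted within 28 lists of related genes, whose shift as a group was tested with limma's camera at a preset correlation between genes of 0.01 and again with an estimated correlation. The estimate came from the spread within all 6 groups, day 2 included. A range of adjusted p for a gene covers up to 11 other settings of the processing for PD169316 at day 1, of which 2 were chosen after seeing the data, and up to 10 for the other comparisons, of which 1 was.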

The microarray data was analyzed to determine transcript expression ratio differences as compared to DMSO-treated controls (Fig 1A) and transformed to fold change. 

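After 1 day of PD169316, 1171 of 10574 probes differed from the control. *Npy*, the gene of neuropeptide Y, was at 10.45 ± 0.04 with PD169316 and at 8.71 ± 0.31 in control cultures (log2 intensity, SD, n = 3). *Asf1b*, a histone chaperone gene of dividing cells, rose by 1.64 on the log2 scale (standard error 0.15, adjusted p = 5.7e-06). *Pnoc*, which encodes the precursor of the peptide nociceptin, fell by 2.10 (standard error 0.09, adjusted p = 4.0e-09). The chemokine gene *Ccl20* was detected on all 3 control arrays and on none of the PD169316 arrays, and was at least 4.30-fold lower. Of the probes tested, 697 were higher with PD169316 and 474 were lower, and 1054 of these 1171 changed by at least 1.25-fold. Control and PD169316 arrays did not overlap for 4389 probes, or 41.5%, where chance gives 10%. Groups that lie apart are thus common in this comparison. Without the adjustment, 2721 probes had a p under 0.05, and 1826 met the paper's criteria of fold and p together. Leaving out day 1 control 1, control 2, PD169316 1 or PD169316 2 gave 744, 779, 766 and 725 probes. Other settings gave between 236, with the deposited values, and 3089, with array weights.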

Genes that were up- or down-regulated 1.25 fold with a statistical p-value less than or equal to 0.05 were considered to be significantly differentially expressed from control. We classified the fifty most up- and down-regulated genes that were differentially expressed at 48 hrs (2d) after PD169316 treatment according to their biological functions using the Gene Ontology (GO) annotations [9] found in the UniProt database [10] or using literature-derived functional annotations. 

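At day 2, the genes that PD169316 had changed at day 1 did not separate the arrays labelled PD169316 from those labelled control. Of 42 entries that S1 Table lists as higher and that have a tested probe (*Nuf2* has 2 entries), 39 rose at day 1, while at day 2 the PD169316 mean was above the control mean for 21, with a median log2 difference of 0.0036. Of 41 entries listed as lower, 33 fell at day 1, and at day 2 the mean was lower for 25 (median log2 difference -0.043). The study chose these genes on the same arrays, so their direction at day 1 is not independent evidence. At day 2, 0 probes passed in limma, where 469 had an unadjusted p under 0.05 and the smallest adjusted p was 0.888. The groups did not overlap for 670 probes, or 6.34%, where chance gives 10%.
The library labelled day 2 control 3 correlated at 0.986 to 0.987 with the other libraries of its label, and at up to 0.997 with those labelled day 2 PD169316. The library labelled day 2 PD169316 1 correlated at 0.980 to 0.983 with its own label and at up to 0.994 with day 2 control libraries. With array weights 3946 probes passed at day 2, and without day 2 control 3 8 did. Array weights count an array less the further it lies from the mean of its labelled group, so the 3946 are no independent test of PD169316 at day 2.

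**Figure D1:**
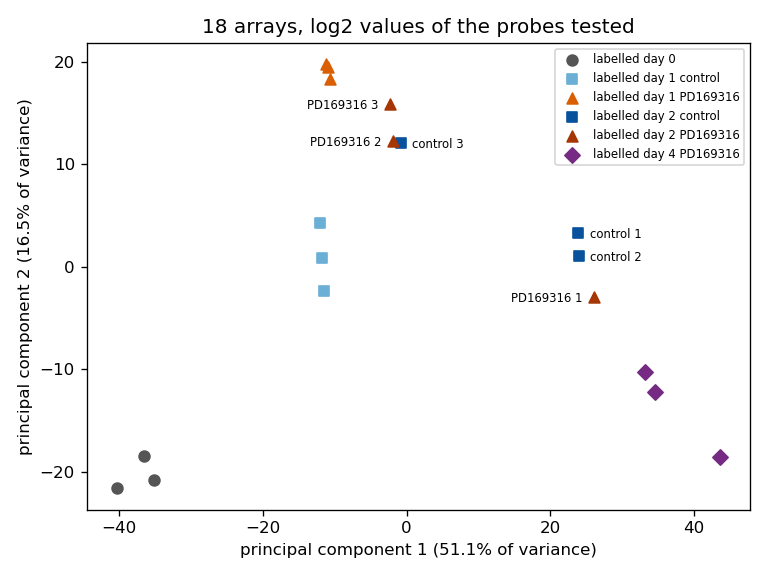
Each point is 1 of the 18 arrays, placed by its first and second principal components (51.1% and 16.5% of the variance, no unit) of the log2 values of the probes tested, with shape and colour for the labelled group. Along the first component, the library labelled day 2 control 3 lies at -0.824, near those labelled day 2 PD169316 2 and 3 (-1.90 and -2.36), and the library labelled day 2 PD169316 1 lies at 26.1, near day 2 control 1 and 2 (23.9 and 24.0).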

Up-regulated classes included genes involved in cytokinesis, centromere and spindle formation, replication and cell cycle progression. 

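After 1 day of PD169316, genes of mitosis and of DNA replication were higher together. All 32 measured genes of the list for mitosis, spindle and kinetochore rose, with a median log2 difference of 1.35, and the same 32 passed when adjusted over the list alone. Of 38 measured genes of DNA replication, 29 rose, none fell and 9 did not pass (33 rose when adjusted over the list alone), with a median of 0.72. *Rrm2*, a subunit of the reductase that makes deoxynucleotides, was at 11.10 ± 0.13 with PD169316 and at 9.42 ± 0.08 in control cultures (log2 intensity, SD, n = 3). *Mcm10*, which helps start replication forks, rose by 1.52 (standard error 0.19, adjusted p = 9.7e-05). Of 15 measured cyclins, CDKs and G1/S regulators, 5 rose, none fell and 10 did not pass (8 rose and 1 fell when adjusted over the list alone). In camera, the adjusted p was 1.2e-32 for mitosis, 3.7e-28 for replication and 1.7e-05 for cyclins and CDKs. With an estimated correlation it was 0.046, 0.0090 and 0.014. Some of these genes are named in Table 5, which rests on the same arrays, so those members are not independent evidence. Neuron markers moved with them: 6 of 17 rose, none fell and 11 did not pass, with a median of 0.31 (camera adjusted p = 2.5e-05, and 0.0090 with an estimated correlation).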

Smaller subsets of genes up-regulated by PD169316 treatment included amino acid transporters, cytoskeletal proteins, vesicular transporters, extracellular matrix molecules, and genes involved in oxidative stress. 

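*Slc7a3*, a transporter of cationic amino acids, had the largest increase of any named gene at day 1, from 8.03 ± 0.11 in control cultures to 10.22 ± 0.24 with PD169316 (log2 intensity, SD, n = 3), a log2 difference of 2.19 (standard error 0.30, adjusted p = 0.00019). *Hmox1*, the heme oxygenase induced by oxidants, rose from 10.19 ± 0.25 to 11.73 ± 0.16. Of 15 amino acid transporters measured, 2 rose, 1 fell and 12 did not pass (2 rose and 2 fell when adjusted over the list alone). *Slc38a1*, a glutamine transporter, rose by 0.49 (adjusted p = 0.013, or 0.064 without day 1 PD169316 3), and *Slc6a9*, a glycine transporter, fell by 0.67 (adjusted p = 0.0085). Of 14 genes of the oxidative stress response, 5 rose, none fell and 9 did not pass (5 rose when adjusted over the list alone), with a median log2 difference of 0.17. Its members *Nqo1* and *Blvrb*, which encode reductases, rose by 0.78 and 0.56. The camera test gave an adjusted p of 0.0030 for the oxidative stress list and 0.90 for the transporters, and with an estimated correlation the adjusted p of the oxidative stress list was 0.060. With the deposited values *Slc38a1*, *Slc6a9*, *Nqo1* and *Blvrb* did not pass (adjusted p = 0.23, 0.13, 0.056 and 0.21). Neuron markers were higher in this comparison, with a median of 0.31, 6 of 17 rising.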

Down-regulated gene transcripts encoded proteins belonging to bone morphogenetic signaling pathways, chondroitin sulfate proteoglycans, and cytoskeletal/vesicle trafficking proteins. 

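*Bmp4* and *Bmp2*, which encode bone morphogenetic protein ligands, were lower after 1 day of PD169316. *Bmp4* was at 11.09 ± 0.05 with PD169316 and at 11.88 ± 0.06 in control cultures (log2 intensity, SD, n = 3), and *Bmp2* fell by 0.60 (standard error 0.11, adjusted p = 0.0024, or 0.30 with the deposited values). They were the 2 that fell of 13 BMP signalling genes measured, of which none rose and 11 did not pass (2 fell when adjusted over the list alone). The receptors and Smads on the list did not pass. *Bcan*, which encodes brevican, a proteoglycan of the brain matrix, fell by 0.87 (standard error 0.13, adjusted p = 0.00031). Of 7 chondroitin sulfate proteoglycans measured, 2 fell, none rose and 5 did not pass (4 fell when adjusted over the list alone). *Cspg4* (NG2), carried by OLPs, had a log2 difference of -0.98 (adjusted p = 0.10, range 9.7e-05 to 0.25) and *Cspg5* of -0.88 (adjusted p = 0.097, range 1.4e-05 to 0.23; -0.90 and 0.11 for the probe that S1 Table gives). These passed with array weights, with only the day 1 arrays, and without day 2 control 3 (adjusted p = 0.041 and 0.031) or day 2 PD169316 1 (0.021 and 0.021). In camera the adjusted p was 0.17 for the BMP list and 0.063 for the proteoglycans. The proteoglycan list passed without day 2 control 3 (0.042), without day 2 PD169316 1 (0.035) and without day 2 PD169316 3 (0.043).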

A prominent set of down-regulated genes remained unclassified with no known function (Fig 1B and 1C and S1 Table).

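Several genes outside the lists of related genes were among the most lowered after 1 day of PD169316. *Lcn2*, which encodes the siderophore-binding protein lipocalin 2, was at 6.75 ± 0.39 with PD169316 and at 8.99 ± 0.08 in control cultures (log2 intensity, SD, n = 3). *Thsd7b*, *Cfap52* and *Rgr* fell by 1.99, 1.99 and 1.81 on the log2 scale (standard errors 0.13, 0.28 and 0.13). *Nptx2*, a pentraxin gene expressed by neurons, fell by 1.71 (adjusted p = 0.00012), and *Slc5a11*, a sodium-coupled inositol transporter gene, fell by 1.74 (adjusted p = 3.4e-05). Of the gene symbols whose probes fell, 0 of 355 belong to the lists of cyclins, replication, mitosis or kinesins. In S1 Table, the class the paper calls other holds 19 of the 51 lowered genes, or 37.3%. Of these, 14 have a tested probe and 11 fell.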

**Fig 1:**
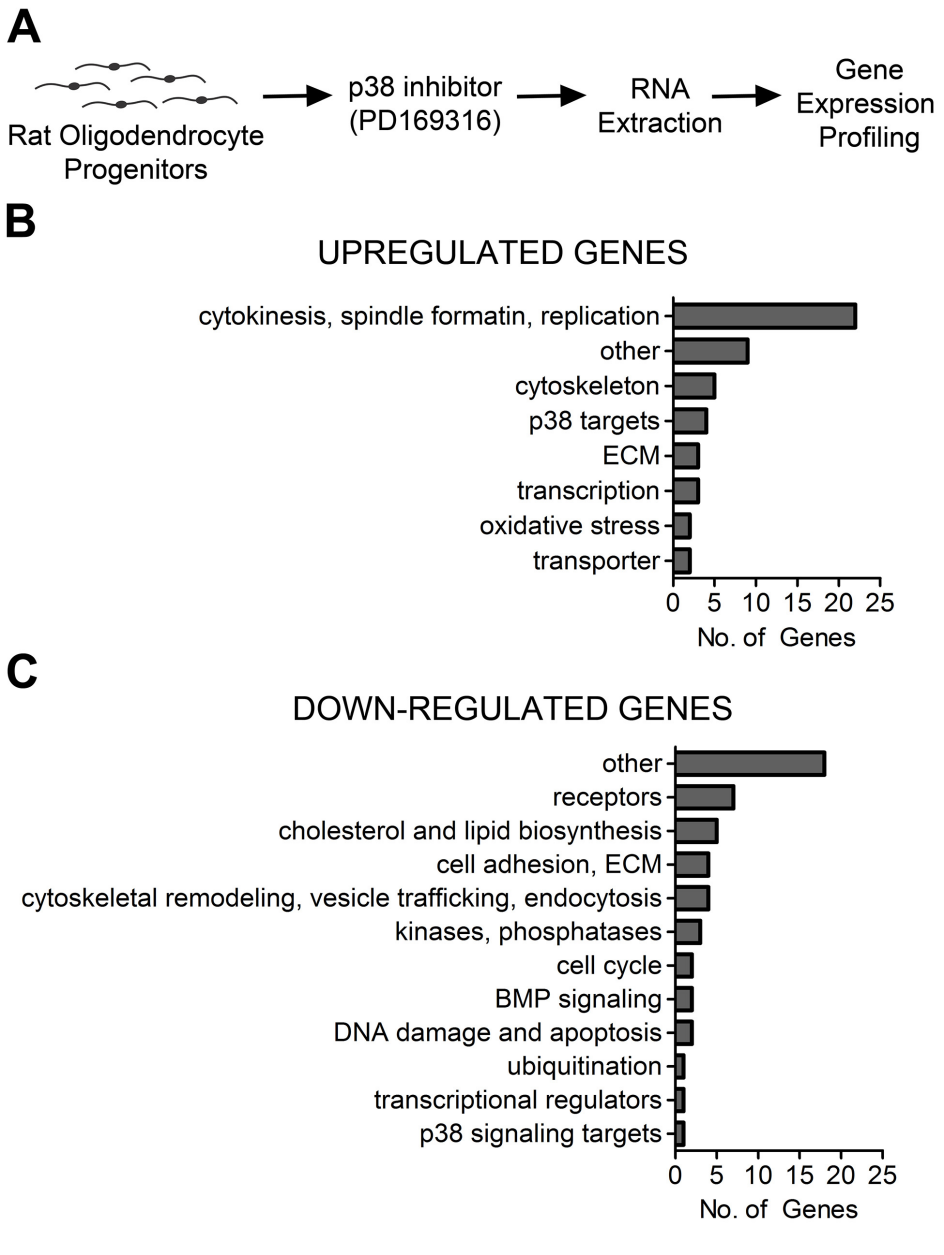
Gene expression profiling of oligodendrocyte progenitors treated with the p38 MAPK inhibitor, PD169316, reveals gene targets with diverse cellular functions. (A) Schematic diagram of the microarray analysis performed on rat oligodendrocyte (OL) progenitors treated for 1d with the p38 inhibitor, PD169316. Groups of genes were classified by biological function using UniProt and Gene Ontology functional analysis. (B) Functional classes of up-regulated genes included those involved in cytokinesis, spindle formation, replication, cytoskeleton and vesicular transport, p38 target genes, extracellular matrix (ECM), transcription and oxidative stress. (C) down-regulated gene transcript classes included receptors, ligands and transporters, cholesterol and lipid biosynthesis, extracellular matrix (ECM), cytoskeletal remodeling and vesicle trafficking, kinases, phosphatases, cell cycle, bone morphogenetic (BMP) signaling, DNA damage and apoptosis, ubiquitination, transcriptional regulators, and p38 signaling targets.

### Levels of myelin gene transcripts were correctly regulated during OLG differentiation

To confirm that the microarray gene expression profiles aligned with previously known gene expression following OLG differentiation, we analyzed transcript levels of typical immature and mature cell-stage specific markers. 

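By day 2 of differentiation, the OLP cultures had changed in a large part of the transcripts measured. *Gpr37*, a receptor gene of maturing oligodendrocytes, was at 6.86 ± 0.31 at day 0 and at 10.51 ± 0.38 in day 2 control cultures (log2 intensity, SD, n = 3). *Hapln2*, a link protein gene of the matrix at nodes of Ranvier, rose by 3.45 (standard error 0.19, adjusted p = 1.1e-08), and the matrix proteoglycan gene *Spock1* rose by 3.41. *Sfrp2*, which encodes a secreted Wnt inhibitor, fell by 3.00 (standard error 0.12, adjusted p = 3.5e-10). Of the probes tested, 2179 were higher and 2282 lower in day 2 control than at day 0. From day 0 to day 1 control, 1454 rose and 1407 fell (1878 changed in all without day 1 control 3). By its correlations, the day 2 control library numbered 3 lies with libraries labelled PD169316. The deposited values, which are not normalized between arrays, move the median of all probes by -0.28 from day 0 to day 2 control and leave 9.84% of the called probes higher, against 48.8% after normalization. From day 0 to day 1 control these shares are 4.88% and 50.8%.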

OLPs continue to proliferate when cultured in the presence of the mitogens PDGF-AA and bFGF and differentiate upon their removal. 

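*Pdgfra*, the receptor through which PDGF-AA keeps OLPs dividing, was at 12.69 ± 0.14 at day 0 and at 11.23 ± 0.40 in day 2 control cultures (log2 intensity, SD, n = 3), a log2 difference of -1.46 (standard error 0.19, adjusted p = 2.4e-05). Of 13 early progenitor markers measured, 10 fell, 1 rose and 2 did not pass, with the same counts when adjusted over the list alone and a median of -1.17. *Cspg4*, *C1ql1* and *Rlbp1*, expressed by OLPs, fell by 2.19, 2.25 and 2.22. The marker that rose was *Nes* (nestin), an intermediate filament gene of neural progenitors, from 8.07 ± 0.35 to 9.22 ± 0.21 (adjusted p = 0.00033). Camera gave the list an adjusted p of 0.00078, and with an estimated correlation the adjusted p was 0.31. *Nkx2-2* was not analysed here. The day 2 control library numbered 3, which lies with those labelled PD169316, had the highest *Pdgfra* value of its group.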

Consistent with a decreased mitogenic effect upon differentiation, lower expression levels were seen for immature cell-stage markers such as the PDGF receptor α (*Pdgfra*), *nestin*, and the early specification marker of the Nkx homeobox gene class family, *Nkx2*.*2*. In addition, we observed an upregulation of myelin-specific genes such as *Mag*, *Mbp*, myelin oligodendrocyte glycoprotein (*Mog*), and myelin and lymphocyte protein (*Mal*). 

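Myelin genes were among the transcripts that rose most as the OLPs differentiated. *Mal*, which encodes a membrane protein of compact myelin, was at 5.63 ± 0.18 at day 0, where it was detected on 2 of 3 arrays, and at 10.09 ± 0.09 in day 2 control cultures (log2 intensity, SD, n = 3). The minor myelin membrane glycoproteins *Mog* and *Mag* rose, *Mog* by 2.24 (standard error 0.23, adjusted p = 3.0e-06) and *Mag* from 7.40 ± 0.21 to 9.60 ± 0.72 (adjusted p = 0.00016). *Mbp*, the basic protein that holds the myelin membrane together, rose by 1.94 (standard error 0.30, adjusted p = 0.00012), and *Mobp* rose by 4.35. Of 26 measured genes of myelin and mature oligodendrocytes, 17 rose, 4 fell and 5 did not pass (19 rose and 5 fell when adjusted over the list alone), with a median of 1.39. The 4 that fell were *Omg*, *Enpp2*, *Bcas1* and *Ninj2*, of which *Omg* had an adjusted p of 0.025, and of up to 0.11 when 1 library was left out. *Ugt8*, the enzyme that makes galactosylceramide, had a log2 difference of 0.27 (adjusted p = 0.089, range 0.0021 to 0.65) and passed without day 2 control 3 (0.031) or day 2 PD169316 1 (0.023). Camera gave the list an adjusted p of 1.7e-06, and with an estimated correlation the adjusted p was 0.30. The library labelled day 2 control 3 had the lowest *Mbp*, *Mag*, *Mog* and *Ugt8* of its group.

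**Figure D2:**
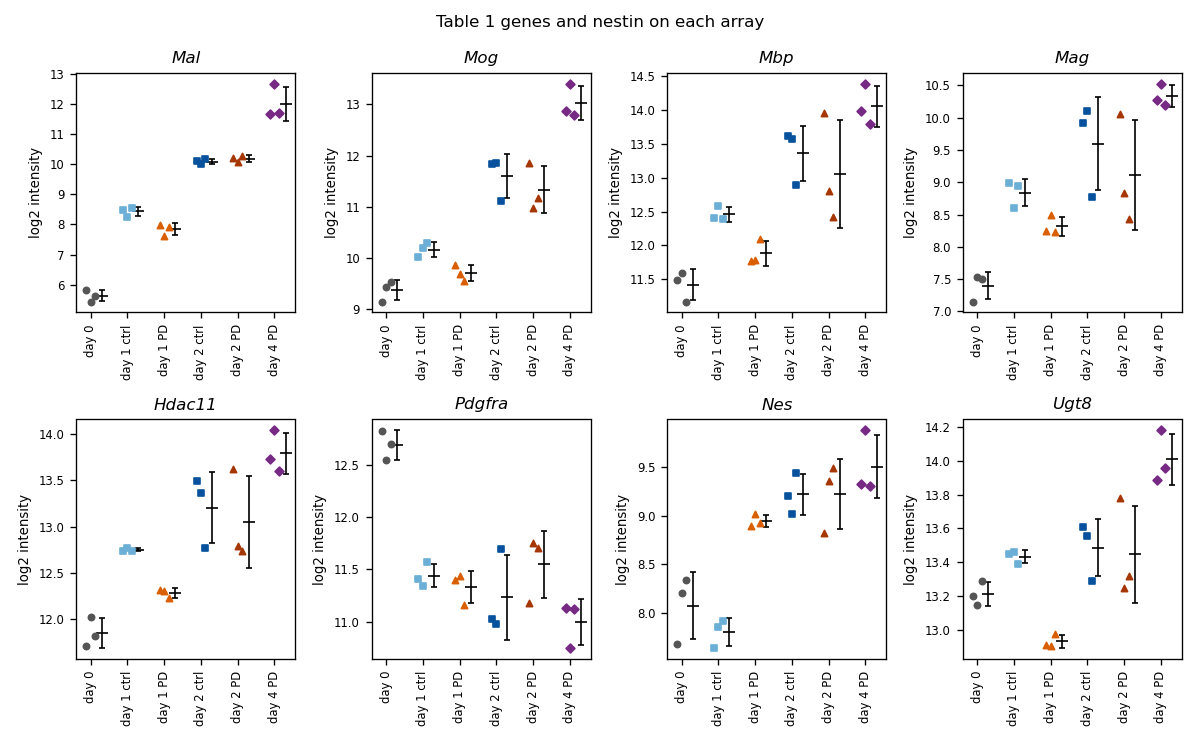
Log2 intensity (vertical axis) of 8 genes of Table 1 and the text on each array, with the mean and SD of each labelled group of 3 arrays (ctrl, control; PD, PD169316). *Mal* stands at 5.63 at day 0 and 10.09 in day 2 control cultures, and for *Mbp* 1 of the day 2 arrays of each label lies near the other label's arrays.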

The Nkx homeobox gene *Nkx6*.*2* expression levels were also increased, consistent with its role in OLG differentiation [11]. The expression of another pro-myelin gene activator *Hdac11*, which promotes the expression of *Mbp* and *Plp* during OLP maturation, was also elevated during OLG differentiation [12] (Table 1).

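*Hdac11*, a histone deacetylase gene, was at 11.85 ± 0.16 at day 0 and at 13.20 ± 0.38 in day 2 control cultures (log2 intensity, SD, n = 3), a log2 difference of 1.36 (standard error 0.21, adjusted p = 0.00012). *Nkx6-2*, a homeobox transcription factor gene of oligodendrocytes, rose by 1.29 (standard error 0.28, adjusted p = 0.0020). Of 15 measured pro-myelin regulators, 4 rose, these genes among them, 7 fell and 4 did not pass, with the same counts when adjusted over the list alone. Those that fell include the lineage factors *Olig2* (by 1.10) and *Sox8* (by 0.99), which OLPs already express. The list had a median log2 difference of -0.10 (camera adjusted p = 0.35). Of the 3 day 2 control libraries, that numbered 3 lies with those labelled PD169316 and had the lowest *Hdac11* value. The paper states that these markers were analysed to set the array profiles against the expression known from OLG differentiation.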

**Table 1:** Myelin-specific and other pro-myelin gene transcripts upregulated and/or downregulated during OLG differentiation. OLGs were differentiated by removal of PDGF-AA and bFGF for 2d.

Gene ID	Gene Name	Accession Number	Fold Change	p value
*Mal*	Myelin and lymphocyte protein	NM_012798.1	12.59	1.065E-05
*Mog*	myelin associated glycoprotein	NM_022668.1	10.33	9.30E-07
*Mbp*	myelin basic protein, transcript variant 3	NM_001025293.1	6.58	3.75E-06
*Nkx6*.*2*	NK6 transcription factor related, locus 2	XM_219447.4	4.15	1.18E-04
*Hdac11*	histone deacetylase 11	XM_001073226.1	4.09	3.81E-06
*Mag*	myelin-associated glycoprotein	NM_017190.4	3.24	4.71E-07
*Cgt/Ugt8*	UDP galactosyltransferase 8	NM_019276.2	1.79	3.62E-05
*Pdgfra*	platelet derived growth factor receptor, alpha polypeptide, transcript variant 2	XM_001067631.1	-2.34	6.65E-06
*Nkx2*.*2*	NK2 transcription factor related, locus 2 (Drosophila)	XM_001056116.1	-4.68	4.84E-06

### p38 inhibition decreases levels of transcripts encoding myelin-specific genes

We next set out to determine whether specific gene expression changes marked the arrest of OLG lineage progression after treatment with a p38 inhibitor. We previously found that PD169316 treatment decreases levels of myelin-specific gene transcripts, including *Mbp*, *Mag*, myelin oligodendrocyte basic protein (*Mobp*), and UDP-galactose ceramide galactosyltransferase (*Ugt8*) [5]. In agreement with our previous findings, the Illumina microarray data revealed significantly decreased gene expression levels for *Mbp*, *Ugt8* and *Mag* after 24 h (1d) treatment with PD169316. 

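After 1 day of PD169316, most myelin genes had lower means than in control cultures, and few of them passed the test one by one. *Mbp* was at 11.88 ± 0.19 with PD169316 and at 12.46 ± 0.11 in control cultures (log2 intensity, SD, n = 3), a log2 difference of -0.58 (standard error 0.30, adjusted p = 0.24, range 0.0063 to 0.37). *Mag* was at 8.32 ± 0.15 and 8.84 ± 0.21 (adjusted p = 0.37, range 0.021 to 0.72), and *Mobp*, another gene of compact myelin, at 11.10 ± 0.09 and 11.93 ± 0.01 (adjusted p = 0.20, range 0.00032 to 0.33). *Ugt8*, which makes the myelin lipid galactosylceramide, fell by 0.50 (standard error 0.12, adjusted p = 0.016). *Omg*, a glycoprotein gene of oligodendrocytes and neurons, fell by 0.45 (standard error 0.11, adjusted p = 0.014). For all 5 genes, every PD169316 array lay below every control array, while the groups did not overlap for 41.5% of all probes tested. Of 26 myelin genes measured, 5 fell, none rose and 21 did not pass (8 fell when adjusted over the list alone), with a median of -0.36. Camera gave an adjusted p of 7.2e-05 for the list, and with an estimated correlation the adjusted p was 0.17.
*Mbp*, *Mag* and *Mobp* passed with only the day 1 arrays in the model, where the spread of the day 2 groups does not enter (adjusted p = 0.012, 0.027 and 0.00046). *Ugt8* stood at 0.053 to 0.058 without day 1 control 1, control 2, PD169316 1 or PD169316 2, and *Omg* at 0.056 without day 1 control 1, 0.061 without day 1 PD169316 2 and 0.092 with the deposited values. In the same comparison neuron markers had a median of 0.31, 6 of 17 rising.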

Correspondingly, we also observed decreases in oligodendrocyte myelin glycoprotein (*Omgp*). Corroborating our microarray analyses, we detected a large down-regulation of *Mag* by qRT-PCR analysis at three time points during differentiation in the presence of PD169316 (Fig 2A). 

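Of 15 measured enzymes of cholesterol synthesis, 8 fell after 1 day of PD169316, none rose and 7 did not pass (12 fell when adjusted over the list alone), with a median of -0.53. Camera gave the list an adjusted p of 4.7e-08, and with an estimated correlation the adjusted p was 0.17. *Mvd*, which makes the isoprene unit of sterols, was at 11.34 ± 0.14 with PD169316 and at 12.14 ± 0.06 in control cultures (log2 intensity, SD, n = 3). *Sqle*, which encodes squalene epoxidase, fell by 0.50 (standard error 0.12, adjusted p = 0.015). Of 14 other sterol-regulated genes, 3 fell, among them the transcription factor gene *Srebf1* (by 0.52, adjusted p = 0.00022, or 0.20 with the deposited values), none rose and 11 did not pass (5 fell when adjusted over the list alone). The camera test gave these other genes an adjusted p of 0.012, or 0.17 with an estimated correlation. For *Sqle* the adjusted p was 0.078 without day 1 control 1, 0.061 without day 1 PD169316 3 and 0.095 with the deposited values. The neuron marker list moved the other way, with a median of 0.31, 6 of 17 rising.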

We also detected decreases in non-OLG specific genes including squalene epoxidase, an enzyme involved in a key step in the synthesis of cholesterol that is a necessary component of myelin membrane formation [13]. *Fyn* a Src-like tyrosine kinase family member that is important for OLG differentiation and CNS myelination [14], was also down-regulated (Table 2 and Fig 2B). 

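*Fyn* was at 11.49 ± 0.02 after 1 day of PD169316 and at 12.41 ± 0.04 in control cultures (log2 intensity, SD, n = 3), a log2 difference of -0.92 (standard error 0.12, adjusted p = 0.00015). It passed under each of the settings run, with an adjusted p of 4.1e-07 to 0.0027. At day 2, where 1 library of each label lies with the other label, *Fyn* had a log2 difference of -0.05 (adjusted p = 0.95).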

Further, PD169316 treatment decreased the transcription of genes encoding *Nkx6*.*2*, *Hdac11*, *Sox8* and zinc-finger protein 488 (*Zfp488*), all of which are implicated in activating myelin gene transcription. 

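Some transcription factors of the oligodendrocyte lineage were lower after 1 day of PD169316. *Sox8* was at 11.82 ± 0.04 with PD169316 and at 12.40 ± 0.06 in control cultures (log2 intensity, SD, n = 3), with an adjusted p of 0.0024 (0.080 with the deposited values). *Olig2*, which specifies the lineage, fell by 0.69 (standard error 0.14, adjusted p = 0.0052). Without PD169316 *Sox8* also fell from day 0 to day 1 control, by 0.45 (adjusted p = 0.0068), so its 2 changes have the same direction. *Hdac11* had a log2 difference of -0.47 (standard error 0.21, adjusted p = 0.18, range 0.0025 to 0.30) and passed with only the day 1 arrays. Every PD169316 array was below every control array (groups did not overlap for 41.5% of all probes tested). *Nkx6-2* was at 11.46 ± 0.01 and 11.61 ± 0.02 (adjusted p = 0.79, range 0.12 to 0.92). Of 15 pro-myelin regulators measured, 7 fell, none rose and 8 did not pass (9 fell when adjusted over the list alone), with a median of -0.33. Camera gave the list an adjusted p of 1.8e-06, and it also passed with an estimated correlation (adjusted p = 0.013). *Zfp488* was not analysed here. Markers of neurons were higher in this comparison, with a median of 0.31, 6 of 17 rising.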

We employed qRT-PCR analysis to validate the expression level decrease in *Hdac11* and confirmed a decrease at three different time points of differentiation (Fig 2B). Additionally, we observed decreased mRNA levels of thyroid hormone receptor, *Thra*, which binds T3 to activate an intracellular timer controlling OLP differentiation [15].

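*Thra*, whose product is a nuclear receptor, was at 12.94 ± 0.05 after 1 day of PD169316 and at 13.41 ± 0.02 in control cultures (log2 intensity, SD, n = 3), a log2 difference of -0.48 (standard error 0.12, adjusted p = 0.014, range 7.9e-05 to 0.11). The adjusted p was 0.057 without day 1 PD169316 3 and 0.11 with the deposited values.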

**Fig 2:**
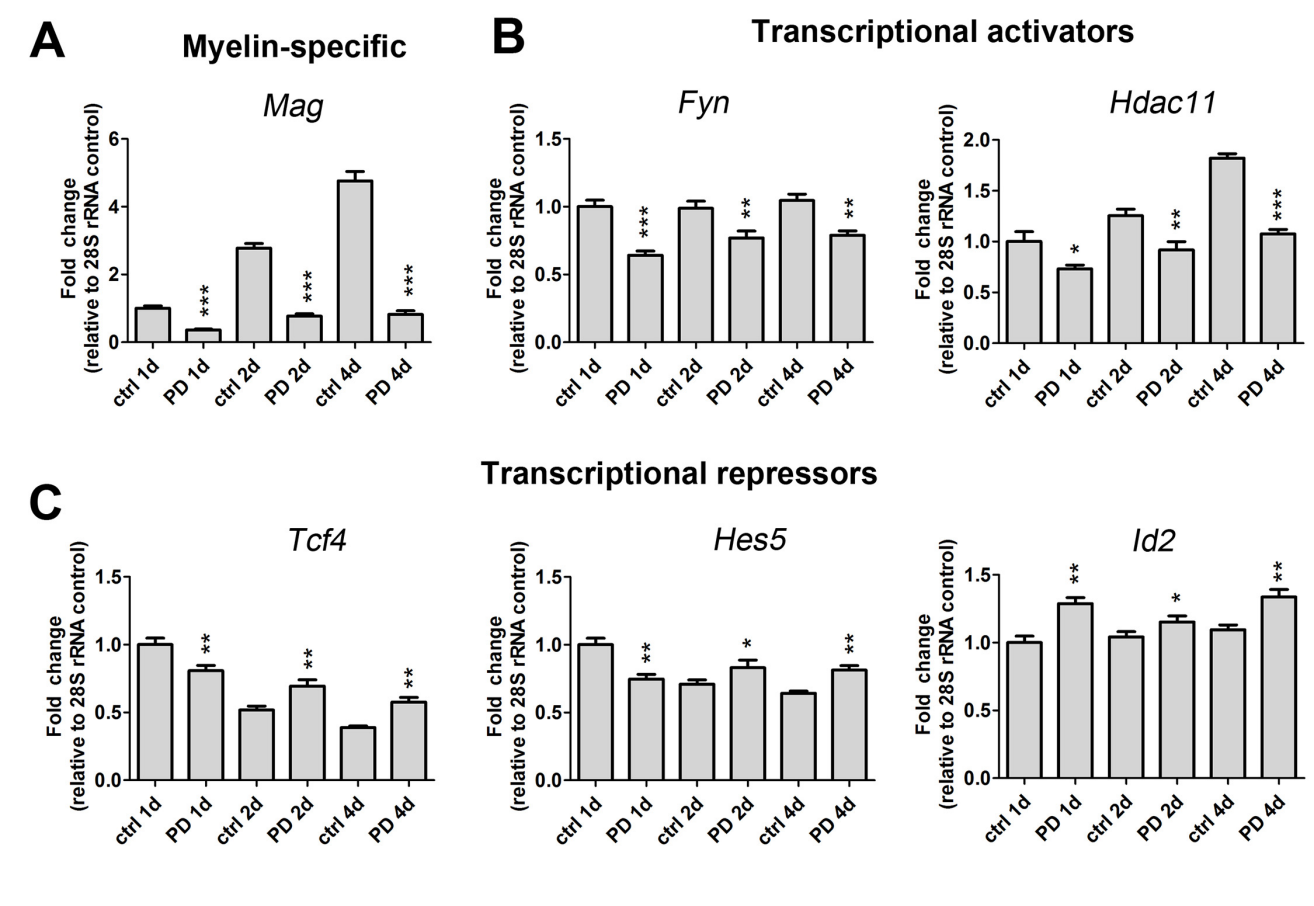
p38 MAPK regulates the expression of myelin gene transcripts and myelin gene activators and repressors that control oligodendrocyte identity. Gene transcript expression levels of (A) myelin specific (*Mag*), (B) transcriptional activators (*Fyn*, *Hdac11*) and (C) transcriptional repressors (*Tcf4*, *Hes5*, *Id2*) are altered after PD169316 treatment as determined by qRT-PCR. OLPs were treated with 5 μM PD169316 for 1d, 2d or 4d and RNA was harvested, reverse transcribed and analyzed by qRT-PCR. All gene transcripts were normalized to ctrl at 1d all relative to 28S rRNA. Statistical differences were determined using independent t-tests with Bonferroni’s correction (*p < 0.05, **p< 0.01, ***p< 0.001 vs same day ctrl).

**Table 2:** Myelin genes and transcriptional activators are decreased by a 24h treatment of OLPs with 5 mM PD169316.

Gene ID	Gene Name	Accession Number	Fold Change	p value
*Fyn*	fyn proto-oncogene	XM_001062721.1	-1.92	8.44E-09
*Mbp*	myelin basic protein, transcript variant 3	NM_001025293.1	-1.51	6.98E-04
*Sox8*	SRY-box containing gene 8 (predicted)	XM_001060343.1	-1.50	7.26E-07
*Cgt/Ugt8*	UDP galactosyltransferase 8	NM_019276.2	-1.46	7.48E-07
*Sqle*	squalene epoxidase (Sqle)	NM_017136.1	-1.45	1.53E-04
*Hdac11*	histone deacetylase 11	XM_001073226.1	-1.43	1.27E-06
*Thra*	thyroid hormone receptor alpha (Thra), transcript variant TRalpha2	NM_031134.2	-1.43	6.98E-07
*Omgp*	oligodendrocyte-myelin glycoprotein	NM_001005898.2	-1.40	4.55E-06
*Nkx6*.*2*	NK6 transcription factor related, locus 2	XM_219447.4	-1.29	0.40 (NS)
*Zfp488*	zinc finger protein 488	XM_224697.4	-1.29	1.12E-03
*Mag*	myelin-associated glycoprotein	NM_017190.4	-1.22	1.96E-03

NS, non-significant.

### p38 inhibitors increase mRNA levels of OLG transcriptional repressors and markers associated with early OLPs

Several transcriptional repressors have been identified that inhibit the progression of OLP maturation and function to regulate the onset of OLG differentiation. These include inhibitors of differentiation (Ids), the Wnt/β-catenin target Tcf4, Sox5/6, Notch and one of its downstream effectors Hes5. The expression levels of these repressors decline with OLG maturation to facilitate the progression of differentiation [16]. In agreement with previously identified roles as inhibitors of differentiation, we observed an up-regulation of *Id1* and *Id2* following PD19316 treatment (Table 3). 

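*Id1*, whose product blocks basic helix-loop-helix factors such as Olig2, was at 10.47 ± 0.09 after 1 day of PD169316 and at 9.45 ± 0.12 in control cultures (log2 intensity, SD, n = 3), a log2 difference of 1.02 (standard error 0.10, adjusted p = 7.8e-06). *Id2* was at 13.84 ± 0.02 and 13.44 ± 0.09, a difference of 0.41 that did not pass (adjusted p = 0.072, range 0.00067 to 0.58). Every PD169316 array was above every control array for *Id2* (groups did not overlap for 41.5% of all probes tested). It passed without day 2 control 3 (0.029), without day 2 PD169316 1 (0.037), and with only the day 1 arrays. Of 12 repressors of oligodendrocyte differentiation measured, 2 rose, 1 fell and 9 did not pass (4 rose and 1 fell when adjusted over the list alone). The one that fell was *Lingo1*, a receptor component that holds back differentiation, by 0.98 (standard error 0.19, adjusted p = 0.0037). The list's median log2 difference was 0.10 (camera adjusted p = 0.20).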

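*Nes* (nestin), an intermediate filament gene of neural progenitors, was at 8.95 ± 0.06 after 1 day of PD169316 and at 7.80 ± 0.15 in control cultures (log2 intensity, SD, n = 3), a log2 difference of 1.15 (standard error 0.20, adjusted p = 0.0016). *Sox11*, a transcription factor gene of immature neural cells, also rose, while *C1ql1*, which is expressed by OLPs, fell by 1.18 (standard error 0.25, adjusted p = 0.0060). Of 13 early progenitor markers measured, 2 rose, 1 fell and 10 did not pass (2 rose and 4 fell when adjusted over the list alone), with a median of -0.25. The list as a whole did not pass (camera adjusted p = 0.27, or 0.028 with only the day 1 arrays).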

We also detected up-regulated levels of *Nestin* and *Nkx2*.*2*, which are markers of early OLP development. However, contrary to normal OLP differentiation, the expression level of *Pdgfra* was not affected by PD169316 treatment (S1 Table). 

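*Pdgfra* was at 11.33 ± 0.15 after 1 day of PD169316 and at 11.44 ± 0.11 in control cultures (log2 intensity, SD, n = 3), a log2 difference of -0.11 (standard error 0.19, adjusted p = 0.75, range 0.48 to 0.92). The 95% confidence interval of the difference runs from -0.51 to 0.29. A p above the threshold does not show that the groups were equal.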

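*Notch1*, the receptor of the Notch pathway, was at 8.83 ± 0.08 after 1 day of PD169316 and at 8.98 ± 0.12 in control cultures (log2 intensity, SD, n = 3), with an adjusted p of 0.38. *Sox6*, a SoxD factor that restrains OLP maturation, had a log2 difference of -0.12 (standard error 0.21, adjusted p = 0.75). The probe with the gene symbol *Tcf4* had a difference of 0.28 (standard error 0.12, adjusted p = 0.14, range 0.0027 to 0.84). It passed without day 2 PD169316 1 (adjusted p = 0.021). Every PD169316 array was above every control array for this probe (groups did not overlap for 41.5% of all probes tested). The probe was taken by symbol. Whether it measures the Wnt/β-catenin target that the paper calls Tcf4 is not settled here, so no conclusion on that repressor is drawn. *Hes5* was below the detection threshold in each group and was not tested. From day 0 to day 2 control, with the control library numbered 3 lying with those labelled PD169316, *Notch1* and *Sox6* fell by 1.26 and 0.93.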

While there were no appreciable increases in transcription factors *Notch*, *Hes5* and *Sox6* in our microarray results (S1 Table), we did detect a modest, statistically significant up-regulation at day 2 for *Hes5*, and *Tcf4* by qRT-PCR after p38 inhibition (Fig 2). In agreement with our microarray data, qRT-PCR analyses corroborated up-regulation of the early specification marker *Nkx2*.*2* following p38 inhibition (Fig 3).

**Fig 3:**
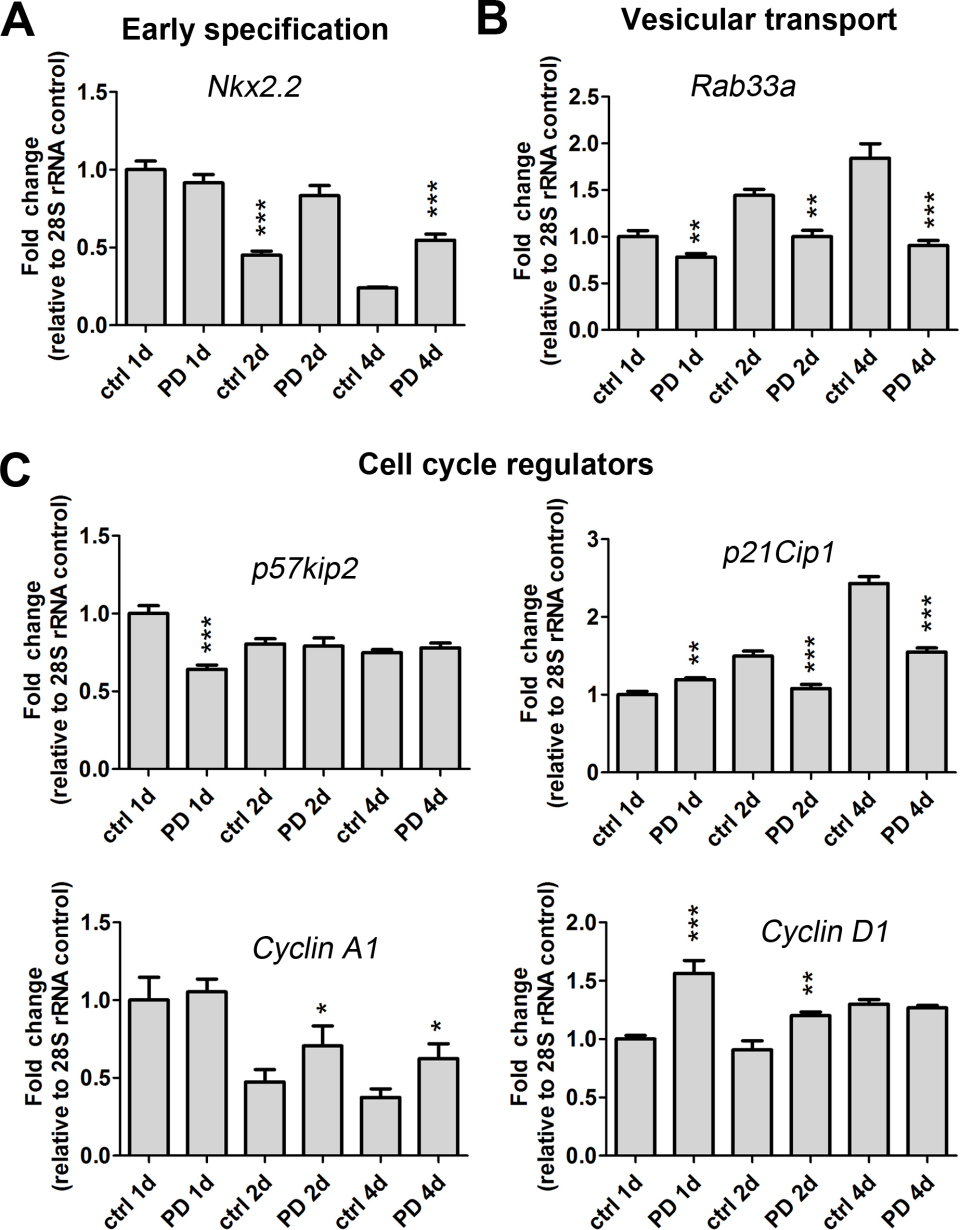
p38 MAPK regulates expression of oligodendrocyte specification genes, vesicular transport regulators and cell cycle regulators. Gene transcript expression levels of early (A) specification markers (*Nkx2*.*2*), (B) vesicular transport (*Rab33a*), and (C) cell cycle regulators (*p57kip2*, *p21Cip1*, *Cyclin A1*, *Cyclin D1*) are altered after PD169316 treatment as determined by qRT-PCR. OLPs were treated with 5 μM PD169316 for 1d, 2d or 4d. All gene transcripts were normalized to ctrl at 1d all relative to 28S rRNA. Statistical differences were determined using independent t-tests with Bonferroni correction (*p< 0.05, **p< 0.01, ***p< 0.001 vs. same day ctrl).

**Table 3:** Transcriptional repressors and early OLP markers are upregulated following 24h treatment with 5 mM PD169316.

Gene ID	Gene Name	Accession Number	Fold Change	p value
*Id1*	inhibitor of DNA binding 1	NM_012797.2	1.73	1.33E-06
*Nes*	nestin (Nes)	NM_012987.1	1.46	1.56E-06
*Jund*	Jun D proto-oncogene (Jund)	XM_001070425.1	1.37	3.80E-04
*Id2*	inhibitor of DNA binding 2 (Id2)	NM_013060.2	1.35	2.01E-05
*Nkx2*.*2*	NK2 transcription factor related, locus 2 (Drosophila) (predicted)	XM_001056116.1	1.32	0.32 (NS)
*Sox6*	SRY-box containing gene 6	XM_215016.3	1.22	0.23 (NS)
*Pdgfra*	platelet derived growth factor receptor, alpha polypeptide, transcript variant 2	XM_001067631.1	-1.09	0.22(NS)

### p38 inhibition upregulates the expression of upstream activators of the p38 MAPK pathway

The p38 signaling cascade is initiated by a repertoire of growth stimuli to activate a kinase cascade, which includes a number of MAPK kinase kinases (MKKKs). These enzymes, in turn, activate MKK3 or MKK6 (*Map2k6*) to subsequently activate p38 via phosphorylation of an activation loop domain on p38. Interestingly, we observed an up-regulation of MKK6 following PD169316 treatment suggesting that p38 pathway itself may modulate levels of its upstream activators. In addition, the expression level of PDZ-binding kinase (*Pbk*), an atypical upstream MKK activator of p38, was also significantly elevated following treatment of OLPs with PD169316. 

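*Map2k6*, the gene of MKK6, was at 10.95 ± 0.10 after 1 day of PD169316 and at 10.25 ± 0.11 in control cultures (log2 intensity, SD, n = 3). Every PD169316 array was above every control array for *Map2k6* (groups did not overlap for 41.5% of all probes tested). The log2 difference of 0.70 (standard error 0.25) did not pass (adjusted p = 0.092, range 0.00015 to 0.38). It passed without day 2 control 3 (0.036), without day 2 PD169316 1 (0.020), and with only the day 1 arrays. *Map2k3*, the gene of MKK3, had a difference of 0.19 (adjusted p = 0.063, range 0.0027 to 0.91, or 0.043 without day 2 PD169316 1). Of 21 measured components of the p38 pathway, none rose, 2 fell and 19 did not pass (1 fell when adjusted over the list alone). *Rps6ka5*, the gene of the nuclear kinase MSK1 downstream of p38, fell by 0.76 (standard error 0.16, adjusted p = 0.0055). The list's median was 0.09 and its mean -0.02 (camera adjusted p = 0.90). From the higher *Map2k6* level in Table 4, the paper proposes that the p38 pathway may act on the levels of its own upstream activators.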

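*Pbk* was at 9.96 ± 0.06 after 1 day of PD169316 and at 8.49 ± 0.08 in control cultures (log2 intensity, SD, n = 3), a log2 difference of 1.47 (standard error 0.24, adjusted p = 0.00071). It passed under each setting run, with an adjusted p of 2.0e-05 to 0.0099. *Pbk* encodes a kinase active in mitosis.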

PBK has been shown to specifically activate p38 during cell cycle progression and proliferation [17]. 

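*Dlk1*, which encodes the transmembrane protein delta-like 1 homolog, was at 9.61 ± 0.15 after 1 day of PD169316 and at 7.98 ± 0.13 in control cultures (log2 intensity, SD, n = 3). The log2 difference was 1.62 (standard error 0.37, adjusted p = 0.0093). This is the gene of the accession printed in Table 4. The kinase gene *Map3k12*, whose product is also called DLK, had a log2 difference of 0.04 (adjusted p = 0.71).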

Consistent with a role in regulation of its upstream factors, transcript levels of a p38 MKKK gene, *Dlk-1* [18, 19], was also elevated after p38 inhibition (Table 4).

**Table 4:** PD169316 treatment elevates mRNA levels of p38 upstream activators.

Gene ID	Gene Name	Accession Number	Fold Change	p value
*Pbk*	PDZ binding kinase	XM_224300.4	1.93	3.40E-08
*Dlk1*	delta-like 1 homolog (Drosophila) (Dlk1), mRNA.	NM_053744.1	1.88	1.48E-06
*Map2k6 / Mkk6*	mitogen-activated protein kinase kinase 6 (Map2k6)	NM_053703.2	1.53	1.67E-05

### p38 inhibition modulates the expression of cell cycle regulators, early growth response proteins and cytokinesis regulators

The most abundant group (~45%) of up-regulated genes was composed of transcripts that encode proteins involved in cell cycle progression, spindle and centromere formation, and cytokinesis (Fig 1B). 

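Among the 50 named genes that rose most after 1 day of PD169316, 28 (56%) belong to the lists of cyclins and CDKs, DNA replication, mitosis or mitotic kinesins. Of all 531 gene symbols that rose, 74 belong to these lists, out of 94 list members tested. In S1 Table, the paper's own class of cell cycle genes holds 23 of the 50 raised entries, or 46.0%. Of these, 21 have a tested probe and 20 rose, where *Nuf2* has 2 entries. From day 1 control to day 2 control, 30 of the 32 measured mitosis genes rose (31 when adjusted over the list alone), with a median of 1.30 (camera adjusted p = 2.6e-27, and adjusted p = 0.10 with an estimated correlation). The library labelled day 2 control 3, which lies with those labelled PD169316, is in this comparison. Microglia and macrophage markers moved up too, with a median of 0.39 (3 of 14 rose and none fell; camera adjusted p = 0.0086, and 0.45 with an estimated correlation).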

Several cyclins (A2, B2, D1), cyclin associated proteins, and cell division proteins were markedly up-regulated in our microarray and qRT-PCR data following treatment of OLPs with PD169316 (Table 5 and Fig 3) [20]. 

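*Ccna2* (cyclin A2), which drives S phase and entry into mitosis, was at 9.29 ± 0.07 after 1 day of PD169316 and at 7.58 ± 0.15 in control cultures (log2 intensity, SD, n = 3), a log2 difference of 1.71 (standard error 0.21, adjusted p = 7.5e-05). *Ccnb2* (cyclin B2), a partner of Cdk1 in mitosis, rose by 1.15 (standard error 0.20, adjusted p = 0.0018), and *Cdk1* itself rose by 1.44. *Ccnd1* (cyclin D1), which acts in G1, was at 13.00 ± 0.06 and 12.24 ± 0.07, a difference of 0.77 (standard error 0.25) that did not pass (adjusted p = 0.062, range 4.9e-06 to 0.36). *Ccnd1* passed without day 2 control 3 (0.019), without day 2 PD169316 1 (0.0090), with only the day 1 arrays, with no background correction and with array weights. *Ccnb1* was not detected in any group.

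**Figure D3:**
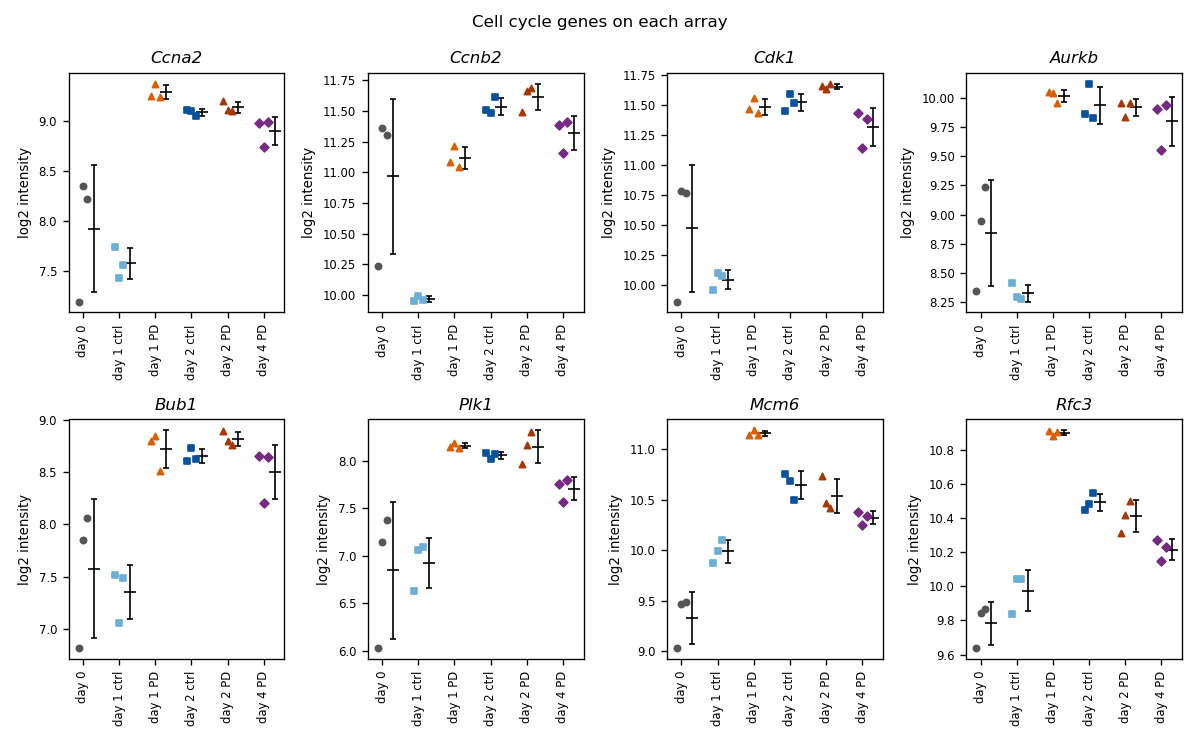
Log2 intensity (vertical axis) of 8 cell cycle genes on each array, with the mean and SD of each labelled group of 3 arrays (ctrl, control; PD, PD169316). For *Ccna2* the day 1 control mean is 7.58 and the day 1 PD169316 mean 9.29, and day 0 replicate 1 is the lowest of its group for each gene drawn.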

The p38 pathway also regulates cell cycle checkpoints through phosphorylation of p53 [21]. 

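*Gadd45a*, a growth arrest gene induced by stress, was at 11.64 ± 0.03 after 1 day of PD169316 and at 12.10 ± 0.08 in control cultures (log2 intensity, SD, n = 3). Every PD169316 array was below every control array for *Gadd45a* (groups did not overlap for 41.5% of all probes tested). Its log2 difference of -0.46 (standard error 0.19) did not pass (adjusted p = 0.14, range 9.5e-05 to 0.30). It passed without day 2 PD169316 1 (0.013) and with only the day 1 arrays. *Cdkn1a*, the gene of p21Cip1, was not detected on the day 1 arrays of either group. The CDK inhibitor gene *Cdkn1c*, which encodes p57Kip2, fell by 1.97 (standard error 0.18, adjusted p = 5.6e-06). Of 5 CDK inhibitor genes measured, 2 rose, 1 fell and 2 did not pass, with the same counts when adjusted over the list alone.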

While we found no changes in mRNA levels of *p53* (S1 Table), we did detect decreased levels of p53 target genes including *p21cip1* (Fig 3) and *Gadd45a* (Table 5). We found up-regulated levels for two mitotic checkpoint serine/threonine-protein kinases *Bub*1 (budding uninhibited by benzimidazoles 1 homolog) and a related isoform, *Bub1b*. Moreover, PD169316 treatment increased the transcriptional levels of a large group of kinesins involved in microtubule spindle formation during mitosis (Table 5). 

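*Bub1* was at 8.72 ± 0.18 after 1 day of PD169316 and at 7.35 ± 0.26 in control cultures (log2 intensity, SD, n = 3), a log2 difference of 1.37 (standard error 0.24, adjusted p = 0.0015). *Bub1b*, which encodes BubR1, was at 7.87 ± 0.06 and 6.44 ± 0.19, a log2 difference of 1.43 (adjusted p = 0.0013). *Ttk*, another gene of the spindle checkpoint, rose by 1.45.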

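Of 9 mitotic kinesins measured, 8 rose after 1 day of PD169316, none fell and 1 did not pass (8 rose when adjusted over the list alone), with a median log2 difference of 1.19. *Kifc1*, a motor that focuses spindle poles, was at 10.60 ± 0.11 with PD169316 and at 9.13 ± 0.09 in control cultures (log2 intensity, SD, n = 3). *Kif11*, the motor that pushes spindle poles apart, rose by 1.46 (standard error 0.19, adjusted p = 0.00014), and its second probe had a difference of 0.49 (adjusted p = 0.078). *Kif23* and *Kif20a*, of cytokinesis, rose by 1.34 and 1.24. *Kif2a*, a depolymerase also used outside mitosis, had a difference of -0.15. Camera gave an adjusted p of 4.7e-09 for the list, and with an estimated correlation the adjusted p was 0.060. *Kif15* rose by 1.04 and did not pass with the deposited values (0.092). After normalization, the neuron markers moved up along with the kinesins, with a median of 0.31, 6 of 17 rising.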

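Of 10 tubulin genes measured, 4 rose after 1 day of PD169316, none fell and 6 did not pass, with the same counts when adjusted over the list alone. *Tubb5* was at 10.10 ± 0.09 with PD169316 and at 9.48 ± 0.11 in control cultures (log2 intensity, SD, n = 3), a log2 difference of 0.62 (standard error 0.10, adjusted p = 0.00064). *Tubb2a* rose by 0.41 (adjusted p = 0.0017), *Tubb6* by 0.68 (adjusted p = 0.020), and *Tubg1*, the γ-tubulin of centrosomes, by 0.34 (adjusted p = 0.0073). *Tubb2b* had a difference of 0.04 (adjusted p = 0.89), and *Tubb3*, the neuronal β-tubulin, of 0.47 (standard error 0.27, adjusted p = 0.29, range 0.0014 to 0.55). Camera gave the list an adjusted p of 0.0096 and, with an estimated correlation, 0.046. *Tubb6* stood at 0.063 to 0.071 without day 1 control 1, control 2, PD169316 2 or PD169316 3. With the deposited values none of the 4 passed (*Tubb5* 0.15, *Tubb2a* 0.30, *Tubb6* 0.092, *Tubg1* 0.58), and *Tubb3* passed with only the day 1 arrays. Anillin was not analysed here. Neuron markers of the fixed list had a median of 0.31, 6 of 17 rising.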

An up-regulation of cytoskeletal genes involved in mitotic spindle assembly and chromosome separation were also observed, which included: t*ubulin -b2*, *-b3*, *-b5*, *-b6*, *-g* and *anillin*. Transcript levels for *Rab33a*, a protein involved in vesicular transport were downregulated after PD169316 treatment (Table 5 and Fig 3). 

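*Rab33a* was at 11.36 ± 0.04 after 1 day of PD169316 and at 12.46 ± 0.11 in control cultures (log2 intensity, SD, n = 3), a log2 difference of -1.09 (standard error 0.21, adjusted p = 0.0035). It passed under each setting run, with an adjusted p of 1.6e-06 to 0.0063.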

Further, transcript expression for p21-activated kinase 7 (*Pak7*), which regulates Rac/Cdc42 GTPases and cytoskeletal dynamics, was decreased after treatment. 

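*Pak7*, whose current symbol is *Pak5*, was at 9.44 ± 0.11 after 1 day of PD169316 and at 9.91 ± 0.12 in control cultures (log2 intensity, SD, n = 3). Every PD169316 array was below every control array for *Pak7* (groups did not overlap for 41.5% of all probes tested). The log2 difference of -0.46 (standard error 0.18) did not pass (adjusted p = 0.11, range 0.0023 to 0.38). It passed without day 2 PD169316 1 (0.034) and with only the day 1 arrays.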

We found increased mRNAs levels of a set of genes encoding enzymes with roles associated with replication and DNA synthesis, including minichromosome maintenance deficient (MCM), DNA primase and replication factor C. Moreover, the transcription levels of a set of genes involved in spindle body formation and centromere formation were increased after PD169316 treatment, which included aurora kinase B (*Aurkb*), centromere protein T (*Cenpt*), nucleolar and spindle associated protein 1 (*Nusap1*) and polo-like kinase 1 (*Plk-1*), kinetochore associated proteins and protein regulator of cytokinesis (*Prc1*) (Table 5).

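The replicative helicase, the primase and the clamp loader were each higher after 1 day of PD169316. *Mcm6* was at 11.16 ± 0.03 with PD169316 and at 9.99 ± 0.11 in control cultures (log2 intensity, SD, n = 3), and *Mcm3* rose by 1.44 (standard error 0.12, adjusted p = 3.8e-06). *Prim1*, the catalytic primase subunit, rose by 0.98 (standard error 0.10, adjusted p = 1.4e-05), and *Rfc3*, of replication factor C, by 0.92 (standard error 0.08, adjusted p = 5.6e-06). *Aurkb*, the kinase of the chromosomal passenger complex, was at 10.02 ± 0.05 and 8.33 ± 0.07. *Cenpt*, which links centromeres to the kinetochore, rose by 1.43 (adjusted p = 0.00064), *Nusap1* by 1.48 (adjusted p = 0.00035) and *Kntc1* by 1.43 (adjusted p = 3.9e-05). *Plk1* and *Prc1*, which act at the spindle and in cytokinesis, rose by 1.23 (adjusted p = 0.0035) and 1.25 (adjusted p = 0.00060). Each of these genes passed under every setting in which it was tested, and *Mcm3* was not tested where detection was required on all 18 arrays.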

**Table 5:** Transcripts encoding cell cycle regulators, kinesins, centromere, spindle and kinetochore associated proteins are upregulated by 5 mM PD169316 treatment.

Gene ID	Gene Name	Accession Number	Fold Change	p value
***cyclins*, *cyclin associated proteins*, *cyclin dependent kinase inhibitors***				
Ccnb2	cyclin B2 (Ccnb2)	NM_001009470.1	1.97	7.82E-08
*Ccna2*	cyclin A2 (Ccna2)	NM_053702.1	1.80	7.02E-08
*Ccnd1*	cyclin D1 (Ccnd1)	NM_171992.2	1.68	9.88E-07
*Cdkn1c*	cyclin-dependent kinase inhibitor 1C (P57) (Cdkn1c), transcript variant 1	NM_001033757.1	-1.85	1.71E-06
*Cdc2*	cell division cycle 2, G1 to S and G2 to M	NM_019296	2.40	1.78E-08
*Cdca1*	cell division cycle associated 1	XM_573495.1	2.15	4.74E-08
*Cdc2*	cell division cycle 20 homolog	NM_171993.1	1.51	3.25E-07
***kinesins***				
*Kifc1*	kinesin family member C1 (Kifc1)	NM_001005878.1	2.16	1.36E-07
*Kif22*	kinesin family member 22 (Kif22)	NM_001009645.1	1.81	3.54E-07
*Kif4*	kinesin family member 4 (Kif4)	XM_343797.3	1.53	8.37E-08
*Kif20a*	kinesin family member 20A (predicted)	XM_341592.3	1.52	6.71E-06
*Kif11*	kinesin family member 11 (Kif11)	XM_001060913.1	1.48	1.30E-06
*Kif23*	kinesin family member 23 (predicted)	XM_001073723.1	1.36	8.10E-06
*Kif15*	kinesin family member 15 (Kif15)	NM_181635.2	1.24	1.03E-03
***microtubules*, *microtubule networks***				
*Tubb5*	tubulin, beta 5 (Tubb5)	NM_173102.1	1.37	2.77E-05
*Tubb6*	tubulin, beta 6 (Tubb6)	NM_001025675.1	1.36	3.26E-06
*LOC498736*	similar to tubulin, beta 2 (LOC498736),	XM_574013.2	1.35	3.43E-06
*Tubg1*	tubulin, gamma 1 (Tubg1)	NM_145778.2	1.23	8.53E-05
*Tubb3*	tubulin, beta 3 (Tubb3)	NM_139254.1	1.21	3.11E-04
*Pak7*	p21 (CDKN1A)-activated kinase 7	XM_001080088.1	-1.25	7.95E-04
***actin assembly*, *vesicle transport***				
*Anln*	anillin, actin binding protein (scraps homolog, Drosophila)	XM_219687.3	1.34	8.14E-08
*Rab33a*	RAB33A, member of RAS oncogene family	XM_229145.3	-2.12	2.23E-07
***replication fork*, *DNA synthesis initiation***				
*Mcm6*	minichromosome maintenance deficient 6	XM_001055953.1	1.99	7.89E-08
*Prim1*	DNA primase, p49 subunit (Prim1)	NM_001008768.1	1.89	2.24E-07
*Rfc3*	replication factor C (activator 1) 3	NM_001009629.1	1.73	3.57E-07
*Mcm7*	minichromosome maintenance deficient 7	NM_001004203.1	1.43	9.16E-06
*Mcm2*	minichromosome maintenance deficient 2 mitotin	XM_001072364.1	1.36	3.18E-06
*Mcm3*	minichromosome maintenance deficient 3	XM_236988.4	1.35	6.18E-06
*Mcm10*	minichromosome maintenance deficient 10	XM_001071383.1	1.29	4.39E-07
***spindle formation*, *separation***				
*Aurkb*	aurora kinase B	NM_053749.1	2.09	6.10E-09
*Prc1*	protein regulator of cytokinesis 1	XM_001061201.1	2.06	9.14E-07
*Spc25*	NDC80 kinetochore complex component, homolog	NM_001009654	1.93	2.55E-07
*Spbc24*	spindle pole body component 24 homolog	XM_001077474.1	1.86	4.37E-06
*ASPM*	asp (abnormal spindle)-like, microcephaly associated (Drosophila)	XM_213891.4	1.82	2.65E-07
*Nuf2*	Kinetochore protein Nuf2	NM_001012028	1.73	4.72E-10
*Nusap1*	nucleolar and spindle associated protein 1	XM_001075591.1	1.51	1.19E-05
*Kntc1*	kinetochore associated 1	XM_001074897.1	1.43	2.48E-07
*Kntc2*	kinetochore associated 2 (predicted)	XM_001055564.1	1.37	3.13E-07
*Plk1*	polo-like kinase 1 (Drosophila) (Plk1)	NM_017100.1	1.34	6.68E-06
*Cenpt*	centromere protein T	NM_001024257	1.33	1.11E-04
***checkpoints***				
*Ttk*	Ttk protein kinase (predicted)	XM_001062174.1	1.58	2.91E-07
*Bub1*	budding uninhibited by benzimidazoles 1 homolog	XM_215849.4	1.50	1.85E-05
*Bub1b*	budding uninhibited by benzimidazoles 1 homolog, beta	XM_342494.3	1.33	1.29E-06
*Gadd45a*	growth arrest and DNA-damage-inducible 45 alpha	NM_024127.2	-1.37	2.88E-05

### p38 inhibition suspends OLPs in an active cell cycle state

Given the decreased capacity of PD169316-treated cells to incorporate thymidine, we further explored the cell cycle state of p38-inhibited OLPs over a longer time frame by evaluating the presence of nuclear protein Ki67 in cells double-labeled with monoclonal antibodies to OLP markers: A2B5 and O4, as cells positive for either marker can proliferate. Ki67 is expressed during all active phases of the cell cycle with the exception of G0 resting stage. OLPs were treated with either PD169316 or DMSO control for 2 or 4d. The populations of Ki67-positive cells and A2B5- and O4-labeled cells were enumerated for each group and compared (Fig 4A and 4B). While fewer than 30% of A2B5 and O4 positive cells treated in DMSO control were Ki67-positive, the significant majority of PD169316-treated A2B5- or O4-positive cells were labeled by the Ki67 marker at 4d. The trend was similar at the 2d time point but the difference in the number of Ki67 labeled cells was smaller. Application of mitogens at the 4d time point to treatment and control cells had no significant effect on the proportion of Ki67 labeled cells over those observed in DMSO controls (data not shown). Our results suggest that p38 inhibition over a prolonged duration suspends cells in a non-resting cell state and prevents their differentiation, thus providing a potential mechanism for the function of p38 in oligodendrocyte differentiation and myelination.

**Fig 4:**
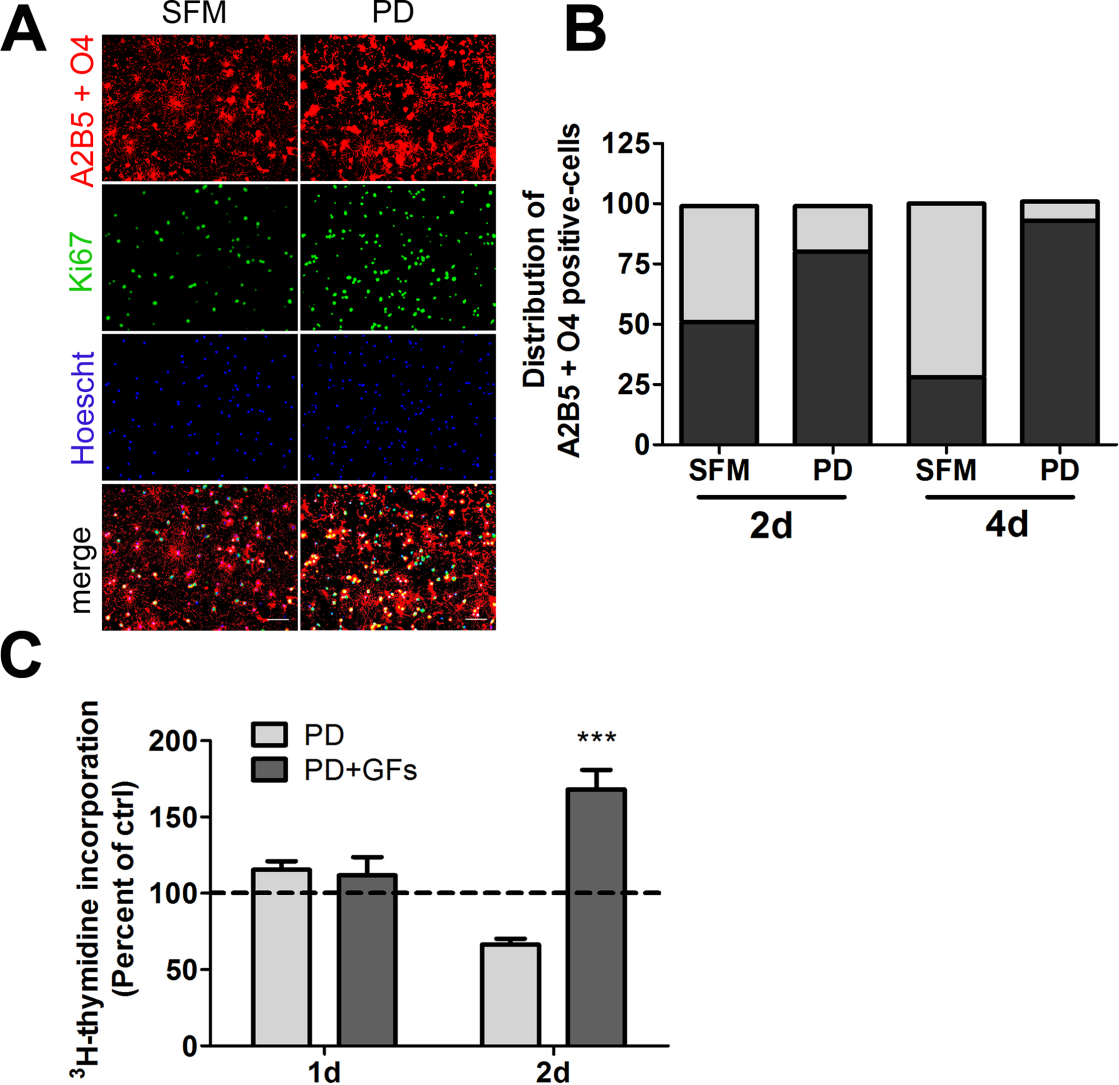
p38 inhibitors maintain oligodendrocyte progenitor cells in a non-resting state of the cell cycle. (A, B) Oligodendrocyte progenitors were maintained in serum-free medium in the presence or absence of PD169316 for 2d or 4d and the A2B5 and O4-positive population analyzed for the presence of nuclear Ki67. (A) Representative fluorescent images for the 2d time point, scale bar represents 50 μm. (B) Plot of the relative distribution of Ki67+ or Ki67- A2B5+O4-positive cells. (C) Oligodendrocyte progenitors were treated with 5 μM PD169316 for 1d or 2d, followed by ^3^H-thymidine incorporation overnight in the presence of absence of growth factors (PDGF-AA and bFGF). Statistical differences in (C) were determined by one-way ANOVA followed by Dunnett’s correction (***p< 0.001 vs ctrl).

### p38 inhibition blocks OLG differentiation, while maintaining OLPs in a proliferation competent state

Given that our microarray analyses detected an increase in the expression of genes involved in cell cycle and mitosis after p38 inhibition, with accompanying decreases in transcripts encoding CDKIs and the thyroid hormone receptor, we explored whether PD169316 treatment perturbs cell cycle processes in OLPs. ^3^H -thymidine incorporation was performed on cells treated with PD169316 for 1, and 2d (Fig 4). Notably, ^3^H-thymidine incorporation decreased over controls at the 2d time point (Fig 4C). However, when PDGF-AA and bFGF mitogens were applied to PD169316-treated cells for 1d more, a significant increase in thymidine incorporation was observed suggesting that a greater proportion of treated OLPs had the capacity to enter an S-phase cell cycle proliferative state compared to OLPs treated with SFM alone (Fig 4C and S1 Fig). These results combined with the Ki67 assay suggest that p38 may play a role in controlling cell cycle progression in OLPs.

## Discussion

We previously reported that p38 MAPK is required for OLG differentiation and myelination of cultured dorsal root ganglia neurons. To better understand how p38 regulates OLG differentiation, we used a rat whole genome microarray analysis to globally survey gene expression changes in primary OLGs treated with the p38 inhibitor PD169316. Grouping the genes into functional classes using either UniProt or literature searches highlighted an upregulation of groups of genes involved in cytokinesis, centromere and spindle formation, replication and cell cycle progression. Smaller subsets of genes upregulated by PD169316 treatment included amino acid transporters, cytoskeletal proteins, vesicle transporters, extracellular matrix molecules, and genes involved in oxidative stress. In contrast, the most prominent group of down-regulated genes was generally unclassified or had no known function. Among other downregulated genes were bone morphogenetic proteins, chondroitin sulfate proteoglycans, and cytoskeletal/vesicle trafficking proteins.

In agreement with other studies, p38 inhibition upregulated myelin-specific gene products associated with OLG differentiation [22, 23]. In alignment with our previous study, p38 inhibition downregulated a large number of myelin specific transcripts, including *Mag*, *Mbp*, *Cnp*, *Plp* and *Mobp* [5]. Novel p38 pathway targets identified in our microarray analysis included the lipid synthesis gene CGT, and squalene epoxidase, a cholesterol biosynthesis enzyme [24]. We also observed decreases in the mRNA levels of pro-myelin gene activators including HDAC11, Fyn and Zfp488. HDAC11 is responsible for activating MBP and PLP promoters, and its knockdown decreases protein levels [12]. The tyrosine kinase Fyn plays multiple roles in oligodendrocyte differentiation, including activation of MBP gene promoter, transport of MBP mRNAs, and phosphorylation of MAG [25, 26]. Zfp488 is expressed in differentiating OLGs [27] and it was found to be transcriptionally downregulated in OLG-specific p38α knockout mice at neonatal stages. Furthermore, p38α knockout delays OLP differentiation and causes a number of myelin ultrastructural abnormalities, in addition to a reduction in the number and diameter of axons [8]. Interestingly, our previous results in DRGN/OLG cocultures treated with p38 inhibitors showed a complete and irreversible inhibition of myelination and a lack of organization of the axo-glial adhesion molecule Caspr, while the inhibition of differentiation in OLP cultured alone was reversible [5] suggesting that p38 may also play a role in axonal integrity.

Another group of gene transcripts that were upregulated in OLPs treated with PD169316 included the upstream enzymes regulating p38 activity such as MKKKs (*Dlk1*), and PBK, a MKK that specifically phosphorylates p38 during cell cycle [17, 28]. These results are in agreement with genetic ablation studies of p38α in cardiomyocytes which augmented the expression of p38 upstream activators [29] and suggest that these are compensatory mechanisms in a cellular attempt to re-establish basal p38 levels.

Treatment with p38 inhibitor resulted in up-regulation of inhibitors of OLG differentiation or transcriptional repressors: *Id1*, *Id2*, *Tcf4*, *and Sox6* [16, 30–32] as well as *Nestin*, a marker of immature OLG [33]. In contrast, Nkx2.2, which normally decreases with OLG differentiation was increased by PD169316 treatment [34]. However, the p38 pathway appears to differentially regulate immature cell-stage gene targets that are normally downregulated during OLG lineage progression, since no upregulation of *Pdgfra* was found with p38 inhibitors. Furthermore, reduced levels of thyroid hormone receptor alpha (*Thra*) transcripts suggest that p38 inhibition may disrupt the intracellular timer that regulates OLG differentiation.

The largest subset of upregulated genes induced by PD169316 treatment was associated with cell cycle, chromosome spindle formation, cytokinesis, centromere formation, kinesin molecular motors, and microtubule/microfilament organization. Many of these genes are involved in mitosis, and spindle formation (reviewed by [35]); and decrease with OLG differentiation [22]. In addition, we also detected gene expression increases in cell cycle regulators including *Cyclin A2*, *B1*, *D1*, and the aurora kinases suggesting that treatment of OLPs with p38 inhibitors increased cellular proliferation. In contrast, expression of cyclin dependent kinase inhibitors, *p57* ^*kip2*^ and *p21* ^*cip1*^ were decreased. Both molecules are important for OLP differentiation by regulating cell cycle state transitions and timing of OLP differentiation [36, 37]. In other cell types, p38 is involved in the regulation of DNA checkpoints including the G2/M, G1/S and G1/G0 [21]. Examination of Ki67-positive OLPs revealed that the majority of p38 inhibited cells were suspended in an active phase of the cell cycle. Notably, addition of PDGF-AA and bFGF allowed some OLPs to re-enter S-phase of the cell cycle as shown by thymidine incorporation. These results are in agreement with those obtained in cardiomyocytes [38–40], and mouse embryonic fibroblasts [41] showing that p38 MAPK pathway regulates genes involved in cellular response to stress, cell division, cell signaling, inflammation and adhesion.

Although the mechanisms by which p38 pathway regulates the cell cycle in OLPs remains to be fully elucidated, our data provides strong support for its role in promoting a transition state between cell proliferation and differentiation through its transcriptional repression of genes involved in cell cycle and inhibitors of differentiation while promoting the expression of pro-myelinating factors. Further studies will be necessary to fully reveal the specific molecular components involved in this regulatory process. Our microarray dataset will serve as a useful resource for future studies investigating the mechanisms by which p38 regulates oligodendrocyte proliferation, differentiation and myelination.

## Supporting Information

S1 Fig p38 inhibitors maintain oligodendrocyte progenitor cells in a non-resting state of the cell cycle. OLPs treated for 1d or 2d (A, C) with PD169316 decreased ^3^H-thymidine incorporation. However, when cultures are maintained for 1d or 2d with PD169316 and then stimulated with PDGF-AA and bFGF for an additional 1d, some PD-treated OLPs have the capacity to incorporate thymidine (B, D). Statistical differences were determined by one-way ANOVA followed by Dunnett’s correction (*p < 0.05, **p< 0.01, ***p< 0.001 vs ctrl).
(TIF)

S1 Table List of genes upregulated an downregulated in OLPs following 1d of treatment with the p38 inhibitor PD169316.

S2 Table qPCR primers for gene validations.

## Abbreviations

CDKI: cyclin dependent kinase inhibitor
CGT–UDP: galactose ceramide galactosyltransferase
CNP: 2’, 3’-cyclic nucleotide 3’-phosphodiesterase
CNS: central nervous system
GalC: galactosylcerebroside / galactosylceramide
HDAC: histone deacetylase
Id2: inhibitor of differentiation 2
MAG: myelin-associated glycoprotein
MBP: myelin basic protein
MAPK: mitogen-activated protein kinase
MK2: MAPK activated protein kinase 2
MKK: MAPK kinase
MKKK: MKK kinase
MOG: myelin oligodendrocyte glycoprotein
OLIG2: oligodendrocyte transcription factor 2
OLG: oligodendrocyte
OLP: oligodendrocyte progenitor
PBK: PDZ domain binding kinase
qRT-PCR: quantitative real-time PCR
SFM: serum free media
Tcf4: transcription factor 4

# Supplementary material for: p38 Mitogen-Activated Protein Kinase Pathway Regulates Genes during Proliferation and Differentiation in Oligodendrocytes
**Source:** PLoS One. 2015 Dec 29;10(12):e0145843. doi: 10.1371/journal.pone.0145843
**Supplement:** S2 Table

**Supplemental Table 2: qPCR primers for gene validations**

| **Gene Name** | **Accession** | **Forward Primer 5’→ 3’** | **Reverse Primer 5’ → 3’** |
| --- | --- | --- | --- |
| *Mag* | NM_017190.4 | TCAACAGTCCCTACCCCAAG | GAGAAGCAGGGTGCAGTTTC |
| *Fyn* | NM_012755.1 | GCAGCTTGTACAGCATTACTCAG | TCCCTTTGTGACAGGGAACT |
| *Hdac11* | NM_001106610.2 | AGCTGGCTGTGGAACGAG | CACTGGAGCAGTGGTGGA |
| *Tcf4* | NM_053369.1 | GGAGGAGAAGAACTCGGAAAACT | CATTGACCAACGACGACTTGA |
| *Hes5* | NM_024383.1 | ATGCTCAGTCCCAAGGAGAA | CAGTTTCAGCTGCTCAATGC |
| *Id2* | NM_013060.3 | CGGAACACCACACTGATGAC | GGACAGAACCAAACGTCCAG |
| *Nkx2.2* | NM_001191904.1 |  |  |
| *Rab33a* | NM_001108257.1 | GCCACTATCGGTGTGGACTT | TCTTGTCCTGCCGTGTCC |
| *p57kip2* | AJ488291.1 | CGAGGAGCAGGACGAGAA | GCTTGGCGAAGAAGTCGT |
| *p21Cip1* | BC100620.1 | GACATCTCAGGGCCGAAA | GGCGCTTGGAGTGATAGAAA |
| *Cyclin A1* | NM_001011949.1 | GAGGGAAATTGCAGCTTGTC | GGGCGGGTATATCTCTTCGT |
| *Cyclin D1* | D14014.1 | AGCAGAAGTGCGAAGAGGAG | GGCTCCAGAGACAAGAAACG |

How the deposited data were processed for this re-analysis (not part of the article)

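Gene expression was measured in 18 samples of primary rat oligodendrocyte progenitor cultures, 3 in each of 6 labelled groups: day 0, day 1 control, day 1 PD169316, day 2 control, day 2 PD169316 and day 4 PD169316. The control is the vehicle DMSO and the dose of PD169316 is 5 μM in the paper's methods. The treatment text of the deposited records speaks of 24 or 48 h, while the labels include day 4, for which no control is labelled. The conditions are those of the labels. The files do not tell whether samples of the same number come from the same preparation of cells, nor whether the 3 samples of a group are separate cultures, so p-values measure only the spread between these samples, which may be technical.

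The authors made labelled cRNA from total RNA, hybridized it to RatRef-12 arrays, and averaged the bead signals of each probe, and the intensity values they deposited are linear, not background-subtracted and not normalized between arrays. The detection p-value deposited by the authors gives, for each probe and array, the comparison of its signal with the negative control beads, as made by Illumina's software. The authors' value table equals the non-normalized intensities for all 405414 values. The paper gives an empirical Bayes test in FlexArray and a threshold of 1.25-fold with p under 0.05, and does not name a normalization.

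The intensities were background-corrected, quantile normalized and transformed to log2 with an offset of 16 by neqc of limma 3.58.1 in R 4.3.3. Figures were drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. Of the probes, 13793 have a gene symbol in the array annotation, and 8730 do not and were counted but not named. Probes with a detection p under 0.01 on all 3 arrays of at least 1 group were kept: 10574 probes, of which 7720 carry a symbol. A gene is represented by the probe of the accession given in Tables 1 to 5, or by its probe with the highest mean, and entries of S1 Table by the probe of the accession given there or, where none matched, by symbol. Between 9789 and 10773 probes were detected per array, with a median intensity of 121 to 149.

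Group means were fitted over all arrays with limma (12 residual and 3.16 prior degrees of freedom), and moderated t statistics were adjusted by Benjamini-Hochberg over the probes kept. Every adjusted p of a gene or probe in the text is limma's, and a probe is called at an adjusted p under 0.05. The comparisons were PD169316 against control at day 1 and at day 2, each later group against day 0, day 2 against day 1 control, day 4 against day 2 of PD169316, and the difference of the PD169316 effect between the days. The interval of a difference is at 95% confidence. Folds against a group in which a gene was not detected were computed against the lowest detected value and are written as at least that fold.

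The genes named are those the paper names for a measurement on the arrays, the 10 with the largest change in each direction among those called whose groups do not overlap, the 5 with the largest difference between the days in each direction, and up to 4 members of each list with the largest change. The values in the paper's tables had been seen. Of 74 entries in Tables 1 to 5, 66 have a named probe. The 28 gene lists, the named-gene rule, the comparisons and the alternatives were set before the data were examined. Lists were tested with camera of limma at a correlation of 0.01, with an estimated correlation, and with fry, and adjusted by Benjamini-Hochberg over the lists.

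The alternatives were the deposited values on the log2 scale, no background correction, scaling to the 75th percentile, no filter, detection on all 18 arrays, only the arrays compared, the replicate number as a block, array weights, an offset of 50, other thresholds and leaving out each library. Chosen after seeing the data were a fit without the library labelled day 2 control 3 and that labelled day 2 PD169316 1, and a fit without all 6 day 2 libraries. The day 2 libraries are used under their labels throughout. The procedure was tested on simulated data with added changes of known size. Genes without a named probe, the qPCR, the Ki67 counts and the thymidine assays were not analysed here. The results of 1 gene list and of some genes are not reported here.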

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

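Of the tests in this part, the one of exchanged labels at day 2, and the settings that leave out several day 2 libraries, were chosen only after the result was seen.

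Under the labels, the PD169316 effect differed between day 1 and day 2 for 407 probes, in a test of the difference itself. Of these, 161 had the more positive effect at day 2 and 246 the more negative. At day 2 a library of each label lies with the other label, so a change of the effect with time is not shown. With the deposited values the count was 18, of which 72.2% had the more positive effect at day 2. Taking day 2 minus day 1, *Asf1b* (-1.72), *Aurkb* (-1.71), *Npy* (-1.78), *Pclaf* (-1.76) and *Slfn9* (-1.73) had the largest negative differences, and *Ccl20* (2.53), *Cfap52* (2.40), *Gjb6* (2.13), *Cdkn1c* (2.12) and *Thsd7b* (1.96) the largest positive ones. *Ccl20* was not detected on the PD169316 arrays of either day, so its value is no measure of size. Of 100 splits of the 12 arrays, the labelled one included, 17 called as many probes, up to 2017. Splits that regroup the day 2 libraries as they lie can call many probes for that reason. The 17 are thus no clean measure of chance, which is not excluded. Without the library labelled day 2 control 2 the count was 266.

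At day 2 a library of each label lies with the other label. PD169316 at day 2 gave 0 probes in limma (469 at an unadjusted p under 0.05), so that each of the 10 splits of the 6 arrays gives as many whatever the data. The split that sets day 2 control 1 and 2 with PD169316 1 gave 3520. Low signal is argued against: 10311 and 10097 probes were detected on these libraries, within the 9789 to 10773 of all arrays. On the day 1 effect of PD169316, scored 0 for day 1 control and 1 for day 1 PD169316, the library labelled day 2 control 3 (0.704) lies 0.0958 of the effect from its label's others (0.606 and 0.611), beside PD169316 2 and 3 (0.706 and 0.774), and that labelled PD169316 1 is at 0.519, so exchanged labels are a candidate explanation. At 2 days the paper reports lower *Mag* and *Hdac11* by qPCR with PD169316. For Ki67-positive cells it describes a trend like that at 4 days, with a smaller difference. Thymidine incorporation without added mitogens was lower than in controls at 2 days. These measures do not settle whether labels were exchanged. A different pace of differentiation cannot be told apart from exchanged labels (0.0624 of the effect), since the scores of the day 2 libraries span too little. They span 0.247 of the effect on the probes used for pace and 0.255 on those used for exchanged labels, so the scores decide neither.

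The paper does not report the day 4 libraries, which are labelled PD169316 and have no day 4 control. Against day 0, 5358 probes differed (2450 higher and 2908 lower), and against the day 2 libraries labelled PD169316, among which the library labelled 1 lies with the controls, 2455. With the deposited values, which are not normalized between arrays, 3518 differed from day 0, 33.1% of them higher. Against day 2 it was 1122, 95.0% of them higher, where 43.7% of the 2455 were. The median log2 change from day 0 was 1.65 for the myelin list (20 rose and 2 fell of 26), 0.78 for mitosis (28 rose, none fell, of 32) and -0.99 for microglia and macrophage markers (11 fell, none rose, of 14), with an adjusted p of 0.21, 0.42 and 0.53 at an estimated correlation. The count against day 2 was 1164, 1236 and 1408 without day 2 PD169316 2, day 2 PD169316 3 and day 4 PD169316 2, and 3980 without day 2 PD169316 1. It lay below all of these with only the arrays compared and above them with array weights, as given further below.

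The day 4 libraries correlate with day 2 control 1 and 2 and PD169316 1 more than with the other day 2 libraries. On probes of the day 1 effect that did not change from day 0 to day 1 control, they score 0.585 of the effect above day 1 control. A bound set beforehand took a score above 0.5 to speak against libraries without PD169316, but the day 2 control libraries score 0.679 to 0.743 too, so the bound was wrong and this stays open. At 4 days the paper reports lower *Mag* and *Hdac11* by qPCR and a larger share of Ki67-positive cells with PD169316 than in control cultures, which does not settle what these libraries hold. The day 4 score lies -0.126 from that of the day 2 libraries labelled PD169316, and -0.197 without the library labelled 1, which lies with the controls, or -0.0736 without that labelled 3. Without day 4 controls an effect that fades cannot be told apart from one that does not.

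Cell cycle genes were higher at day 2 and day 4 than at day 0, though with an estimated correlation the lists did not pass (adjusted p = 0.31 for mitosis and 0.23 for replication from day 0 to day 2 control, and 0.42 for mitosis at day 4). From day 0 to day 2 control the microglia and macrophage list had a median log2 change of -0.315, against the direction of the cell cycle genes. From day 1 to day 2 control, where the mitosis genes rose, that list moved up too, so dividing microglia are not excluded. With arrays scaled to their 75th percentile the median log2 change of the mitosis list from day 0 to day 2 control was 0.951, and without the library labelled day 2 control 3 and that labelled PD169316 1 it was 0.987, beside 0.93 with quantile normalization and every library. The low value of these genes on day 0 replicate 1 was not explained by any test, and time in culture stays open as untested.

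Among genes the paper does not discuss, at day 1 of PD169316 the median log2 difference was -0.20 for sterol-regulated genes other than the enzymes and 0.31 for neuron markers. Of 17 neuron markers measured, 6 rose, none fell and 11 did not pass (8 rose when adjusted over the list alone; camera adjusted p = 2.5e-05, and 0.0090 with an estimated correlation).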

How the results depend on the processing

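The settings that leave out the library labelled day 2 control 3 with that labelled day 2 PD169316 1, or all 6 day 2 libraries, were chosen after the results were seen. The first takes out the 2 libraries that lie with the other label, so it raises day 2 counts by its construction, and these are no test of PD169316 at day 2. Array weights give less weight to arrays that lie far from the mean of their labelled group, so day 2 counts under them are no independent test either. In the model of all 18 arrays, the spread within the day 2 groups enters the standard error of every comparison, those of day 1 included. In the counts below, the cause of a change was not tested, except that the deposited values are not normalized between arrays and move the median of all probes by -0.28 (day 2 control against day 0), -0.25 (day 1 control against day 0), -0.27 and -0.25 (PD169316 at day 1 and day 2 against day 0), -0.12 (day 4 against day 0) and 0.12 (day 4 against day 2), and that fewer libraries leave fewer degrees of freedom. In simulated data, noise independent between probes was drawn with each probe's SD from the model of all 18 arrays, and changes were added. For PD169316 at day 1, 31.3% of changes of 0.5 and 91.0% of changes of 1 (log2) were recovered, and 6.33% of the calls were false. The simulation holds no correlation between genes and no day 2 libraries that lie with the other label. Array signal close to background limits the size of large changes. Whether replicate numbers pair the samples is not settled by the arrays. Of 45 same-numbered pairs of arrays, 8 correlate above 0.1 in their deviations from the group means. The mean is 0.025 for same-numbered pairs and -0.015 for others, and 9 of 18 arrays correlate best with their own number. The replicate block left every count within 1.5 times. A slide block was not run, since no slide is given.

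PD169316 at day 1 (1171 probes): deposited values 236, only the arrays compared 2265, array weights 3089, without the 2 libraries 2462, without all 6 2201, the paper's criteria 1826, adjusted p under 0.01 578, leaving out 1 library 725 to 1742. PD169316 at day 2 (0 in limma, 469 at an unadjusted p under 0.05): array weights 3946, without the 2 libraries 2500, the paper's criteria 241, leaving out 1 library 0 to 8. Day 2 control against day 0 (4461): within 1.5 times under all settings run, leaving out 1 library 3420 to 5015. Day 1 control against day 0 (2861): array weights 4473, adjusted p under 0.01 1449, leaving out 1 library 1878 to 3483. Day 1 to day 2 control (1839): deposited values 324, only the arrays compared 1132, array weights 3696, without the 2 libraries 3339, adjusted p under 0.01 881, leaving out 1 library 1127 to 2413 (lowest without day 2 control 2; 1173 without day 2 control 1).

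PD169316 at day 1 against day 0 (3294): array weights 5013, adjusted p under 0.01 2036, leaving out 1 library 2516 to 3895. PD169316 at day 2 against day 0 (3838): adjusted p under 0.01 2424, leaving out 1 library 3031 to 4062. Day 4 against day 0 (5358): deposited values 3518, leaving out 1 library 4691 to 5728. Day 4 against day 2 PD169316 (2455): deposited values 1122, only the arrays compared 283, array weights 6008, without the 2 libraries 4449, adjusted p under 0.01 946, leaving out 1 library 1164 to 3980. PD169316 effect differing between the days (407): deposited values 18, array weights 2612, without the 2 libraries 1632, the paper's criteria 1582, adjusted p under 0.01 163, leaving out 1 library 266 to 599.

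With an estimated correlation these list medians lost their call (adjusted p in brackets): at day 1 of PD169316 myelin -0.36 (0.17) and cholesterol enzymes -0.53 (0.17), and from day 0 to day 2 control myelin 1.39 (0.30), cholesterol enzymes -0.86 (0.31), replication 0.71 (0.23) and mitosis 0.93 (0.31). Leaving out 1 library, the medians at day 1 ran from -0.40 to -0.33 (myelin), -0.59 to -0.52 (cholesterol), 0.66 to 0.77 (replication) and 1.24 to 1.38 (mitosis), and from day 0 to day 2 control from 1.28 to 1.48, -0.96 to -0.75, 0.66 to 0.79 and 0.70 to 1.10. Of the lists in 3 comparisons, 22 passed, 6 with an estimated correlation, 34 with fry, and 19 to 27 leaving out 1 library.

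The correlation of the change from day 0 to day 2 control with the PD169316 effect at day 1 was 0.150, and 0.125 with the deposited values, 0.125 with no background correction, 0.0862 with array weights, 0.0970 without the 2 libraries and 0.097 to 0.182 leaving out 1 library; for another pair of comparisons, day 1 control against day 0 with PD169316 at day 2, where a library of each label lies with the other label, it was -0.251. Genes changed by PD169316 in the same direction on each day: 0, with array weights 1010, without the 2 libraries 729, leaving out 1 library 0 to 0. Lowest correlation between replicates: 0.980, with no filter 0.989, without the 2 libraries 0.992, leaving out 1 library 0.980 to 0.986. With the deposited values *Map2k3* from day 0 to day 1 control (-0.14) and *Cnp* (-0.00321), *Prim1* (-0.0725), *Tubb2a* (-0.14) and *Tubg1* (-0.18) from day 0 to day 2 control reversed, and without the 2 libraries *Tubb3* did (0.38).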

Differences from the paper's values

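The setting without the library labelled day 2 control 3 and that labelled day 2 PD169316 1 was chosen after seeing the values. It leaves out libraries for where their values lie, so a value closer to the paper's under it is not independent support. The paper's folds are signed in Tables 1 to 5 and ratios in S1 Table, and are set here beside values on the same scale. A difference counts when the values differ by over 1.5 times and by more than the SD between arrays, or in sign.

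Of 8 folds of Table 1 (day 2 control against day 0), 8 have the paper's sign and 5 differ. For *Mal* (the paper's 12.59, here 21.9), the values came within the margin under an offset of 50, and under none of the others set before the data were examined that keep all libraries. For *Mog* (the paper's 10.33, here 4.72) and *Nkx6-2* (the paper's 4.15, here 2.44), the difference stayed outside the margin under every alternative set before the data were examined that keeps all libraries. For *Mbp* (the paper's 6.58, here 3.85) and *Hdac11* (the paper's 4.09, here 2.56), the values came within the margin under array weights, and under none of the others set before the data were examined that keep all libraries. With detection required on all 18 arrays *Mal* was not tested. Leaving out 1 library, the values came within the margin for *Mbp* without day 2 control 3, and for *Nkx6-2* without day 2 control 3, and for *Hdac11* without day 2 control 3. Without the 2 libraries, chosen after seeing the values, they did for *Mbp*, *Nkx6-2* and *Hdac11*, and that setting drops 0 of the paper's called genes with a tested probe.

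Of 10 folds of Table 2, 0 differ. In Table 3, 4 of 5 have the paper's sign and 2 differ. For *Nes* (the paper's 1.46, here 2.21), the values came within the margin under the deposited values and under no background correction and under array weights and under an offset of 50, and under none of the others set before the data were examined that keep all libraries. For *Sox6* (the paper's 1.22, here -1.09), the difference stayed outside the margin under every alternative set before the data were examined that keeps all libraries. The paper marks its value for *Sox6* as not significant, and here it did not pass either (adjusted p = 0.75). In Table 4, 1 of 3 differs. For *Dlk1* (the paper's 1.88, here 3.08), the values came within the margin under the deposited values and under no background correction, and under none of the others set before the data were examined that keep all libraries. Leaving out 1 library, the values came within the margin for *Nes* without day 1 control 1 or without day 1 PD169316 2.

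Of 40 folds of Table 5, 40 have the paper's sign, 40 are larger in size here and 18 differ. For *Ccna2* (the paper's 1.80, here 3.28), *Cdkn1c* (the paper's -1.85, here -3.91), *Kif23* (the paper's 1.36, here 2.53), *Mcm3* (the paper's 1.35, here 2.72), *Mcm10* (the paper's 1.29, here 2.87), *Nusap1* (the paper's 1.51, here 2.80), *Kntc1* (the paper's 1.43, here 2.69), *Ndc80* (the paper's 1.37, here 2.52), *Plk1* (the paper's 1.34, here 2.34), *Cenpt* (the paper's 1.33, here 2.70), *Ttk* (the paper's 1.58, here 2.73), *Bub1* (the paper's 1.50, here 2.58) and *Bub1b* (the paper's 1.33, here 2.69), the values came within the margin under the deposited values and under no background correction, and under none of the others set before the data were examined that keep all libraries. For *Kif20a* (the paper's 1.52, here 2.37), *Kif15* (the paper's 1.24, here 2.05), *Aurkb* (the paper's 2.09, here 3.22) and *Nuf2* (the paper's 1.73, here 2.60), the values came within the margin under the deposited values and under no background correction and under an offset of 50, and under none of the others set before the data were examined that keep all libraries. For *Kif11* (the paper's 1.48, here 2.76), the difference stayed outside the margin under every alternative set before the data were examined that keeps all libraries. With detection required on all 18 arrays *Mcm3* and *Mcm10* were not tested. The probe of *Kif11* was found by symbol, and its second probe, with a log2 difference of 0.49, lies within the margin. Leaving out 1 library, the values came within the margin for *Kif20a* without day 1 control 2 or without day 1 PD169316 3, and for *Nuf2* without day 1 control 2 or without day 1 control 3.

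Of 83 ratios of S1 Table, 83 have the paper's direction and 14 differ. For *Aurkb* (the paper's 2.096, here 3.22), *Nuf2* (the paper's 1.726, here 2.60), *Pclaf* (the paper's 1.883, here 3.00) and *Aoc1* (the paper's 0.5261, here 0.338), the values came within the margin under the deposited values and under no background correction and under an offset of 50, and under none of the others set before the data were examined that keep all libraries. For *Ccna2* (the paper's 1.804, here 3.28), *Ttk* (the paper's 1.582, here 2.73), *Slc7a3* (the paper's 2.582, here 4.57), *Dlk1* (the paper's 1.88, here 3.08), *Dse* (the paper's 0.6085, here 0.333), *Thsd7b* (the paper's 0.4982, here 0.252), *Pnoc* (the paper's 0.4776, here 0.232) and *Cdkn1c* (the paper's 0.5406, here 0.256), the values came within the margin under the deposited values and under no background correction, and under none of the others set before the data were examined that keep all libraries. For *Me3* (the paper's 0.6106, here 0.232) and *Lcn2* (the paper's 0.537, here 0.212), the difference stayed outside the margin under every alternative set before the data were examined that keeps all libraries. With detection required on all 18 arrays *Me3* was not tested. Leaving out 1 library, the values came within the margin for *Nuf2* without day 1 control 2.

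The paper's threshold is 1.25-fold with a p under 0.05, after an empirical Bayes correction of the p-values in FlexArray, while a gene passes here at an adjusted p under 0.05. Some genes that the paper lists as changed do not pass. In Table 1, *Ugt8* (adjusted p = 0.089, range 0.0021 to 0.65) passes with array weights, without day 2 control 3 and without day 2 PD169316 1, and without the 2 libraries. Of 54 tested genes of Tables 2 to 5, 45 pass. *Mbp*, *Hdac11*, *Mag*, *Id2*, *Map2k6*, *Ccnd1*, *Tubb3*, *Pak5* and *Gadd45a* do not, and all of them pass with only the day 1 arrays, which gives 54 of 54. All but *Mag* pass with array weights, and *Ccnd1* also with no background correction and with the replicate block. The paper's fold and p thresholds were applied to the unadjusted p of the limma model of all 18 arrays, which is not the paper's FlexArray test. By that measure *Hdac11*, *Id2*, *Map2k6*, *Ccnd1*, *Pak5* and *Gadd45a* are called here, and *Mbp*, *Mag* and *Tubb3* are not. This does not show that these 3 fail the paper's own test. Without day 2 control 3, *Id2*, *Map2k6* and *Ccnd1* pass, and without day 2 PD169316 1, *Id2*, *Map2k6*, *Ccnd1*, *Pak5* and *Gadd45a* do. All pass without the 2 libraries and without all 6 day 2 libraries, settings chosen after seeing the values that drop 0 of the paper's called genes.

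Of 83 entries of S1 Table with a tested probe (*Nuf2* has 2 entries), 72 pass. *Ccnd1*, *Mt1*, *Pcp4*, *Gp1bb*, *Aoc1*, *Tmem163*, *Reep5*, *Cnksr3*, *Idi1*, *Cspg4* and *Cspg5* do not, and all of them pass with only the day 1 arrays, with array weights, without day 2 PD169316 1, and in the 2 settings chosen after seeing the values. At the paper's thresholds, again with the unadjusted p of the limma model of all arrays, all of them but *Mt1* are called here. Some pass in other settings: *Ccnd1*, *Gp1bb*, *Tmem163*, *Reep5* and *Idi1* with no background correction; *Gp1bb*, *Reep5* and *Idi1* with arrays scaled to the 75th percentile and with an offset of 50; *Gp1bb*, *Aoc1* and *Reep5* with detection required on all 18 arrays; *Ccnd1*, *Gp1bb* and *Aoc1* with the replicate block; *Ccnd1*, *Gp1bb*, *Aoc1*, *Tmem163*, *Reep5*, *Cnksr3*, *Idi1*, *Cspg4* and *Cspg5* without day 2 control 3; *Reep5* and *Idi1* without day 2 PD169316 2; *Aoc1*, *Tmem163* and *Reep5* without day 2 PD169316 3; *Gp1bb* without day 4 PD169316 2.

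The paper states that nestin falls during differentiation. *Nes* rose from day 0 to day 2 control by 1.15 on the log2 scale, with the library labelled day 2 control 3 among the controls, while *Pdgfra*, named with it, fell by 1.46. The paper classes the genes changed at 2 days, while its S1 Table and the legend of Fig 1 give 1 day. At day 2, 0 probes passed in limma, with 469 at an unadjusted p under 0.05 and 241 at the paper's criteria.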

Other observations

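Genes that rose as the progenitors differentiated were more often raised than lowered by PD169316 at day 1. Of the probes tested, 342 rose from day 0 to day 2 control and with PD169316 at day 1 (144 if the calls were independent) and 201 fell in each (102), while 79 rose in the first and fell in the second (98) and 114 did the opposite (150). These comparisons share no arrays, and the library labelled day 2 control 3, which lies with those labelled PD169316, is in the first. The correlation of their log2 changes was 0.150, and it was lower with array weights and with the deposited values, as given above. Cell cycle genes are among those that rose in each: of 32 mitosis genes, 30 rose from day 0 to day 2 control (median 0.93), and 31 of 38 replication genes (median 0.71), with an adjusted p of 0.31 and 0.23 at an estimated correlation.

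Of the 15 enzymes of cholesterol synthesis, 8 fell with PD169316 at day 1 and 7 did not pass (adjusted p = 0.17 for the list with an estimated correlation). In differentiation 12 of 15 fell from day 0 to day 2 control, again with that library among the controls, and none rose (median -0.86; adjusted p = 0.31 with an estimated correlation). Of 17 targets of ATF4 and the integrated stress response, 9 rose and 1 fell (median 0.40; adjusted p = 0.30 with an estimated correlation).

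At day 1 of PD169316 the other lists gave: ATF4 targets 17 measured, 1 rose, 1 fell, 15 did not pass (1 and 1 adjusted over the list alone), median 0.0033, camera adjusted p = 0.99; immediate early genes 13 measured, 2 rose, 1 fell, 10 did not pass (4 and 1 adjusted over the list alone), median 0.18, camera adjusted p = 0.30; ERK feedback genes 12 measured, 0 rose, 0 fell, 12 did not pass (0 and 0 adjusted over the list alone), median -0.08, camera adjusted p = 0.50; TGF-beta response genes 9 measured, 1 rose, 0 fell, 8 did not pass (3 and 0 adjusted over the list alone), median -0.01, camera adjusted p = 0.53. The lists of markers of other cells gave: astrocytes 12 measured, 1 rose, 1 fell, 10 did not pass (1 and 3 adjusted over the list alone), median -0.33, camera adjusted p = 0.27; microglia and macrophages 14 measured, 0 rose, 0 fell, 14 did not pass (0 and 0 adjusted over the list alone), median 0.06, camera adjusted p = 0.90; fibroblasts and meninges 8 measured, 0 rose, 1 fell, 7 did not pass (0 and 1 adjusted over the list alone), median -0.19, camera adjusted p = 0.30; endothelium 4 measured, 0 rose, 0 fell, 4 did not pass (1 and 0 adjusted over the list alone), median -0.05, camera adjusted p = 0.99; Schwann cells 5 measured, 1 rose, 0 fell, 4 did not pass (1 and 0 adjusted over the list alone), median 0.23, camera adjusted p = 0.40.

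At day 2, where a library of each label lies with the other label, 0 members of any list passed in limma. Camera gave early progenitor markers, astrocyte markers and proteoglycans higher with PD169316 (medians 0.32, 0.32 and 0.32; adjusted p = 0.0013, 0.0013 and 0.0070), and with an estimated correlation the adjusted p was 0.80, 0.80 and 0.80.

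For the comparisons of 3 arrays with 3, the 10 splits of the arrays are too few for a share under 0.05. The labelled split was in each case the 1 of 10 with the highest count, day 2 of PD169316 excepted. It called 1171 probes for PD169316 at day 1 (highest other split 0), 4461 for day 2 control against day 0 (0), 2861 for day 1 control against day 0 (1) and 1839 from day 1 to day 2 control (1). Against day 0 it called 3294 for PD169316 at day 1 (0), 3838 at day 2 (0) and 5358 at day 4 (1), and between day 4 and day 2 of PD169316 2455 (14).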
